# Angiotensin-(1-7) relieves behavioral defects and α-synuclein expression through NEAT1/miR-153-3p axis in Parkinson’s disease

**DOI:** 10.18632/aging.206028

**Published:** 2024-10-17

**Authors:** Qing Gao, Xiaoyuan Li, Ting Huang, Li Gao, Siyu Wang, Yang Deng, Feng Wang, Xue Xue, Rui Duan

**Keywords:** Parkinson’s disease, angiotensin-(1-7), α-synuclein, lncRNA NEAT1, miR-153-3p

## Abstract

Parkinson’s disease (PD) is the second most common neurodegenerative disorder, whose characteristic pathology involves progressive deficiency of dopaminergic neurons and generation of Lewy bodies (LBs). Aggregated and misfolded α-synuclein (α-syn) is the major constituent of LBs. As the newly discovered pathway of renin-angiotensin system (RAS), Angiotensin-(1-7) (Ang-(1-7)) and receptor Mas have attracted increasing attentions for their correlation with PD, but underlying mechanisms remain not fully clear. Based on above, this study established PD models of mice and primary dopaminergic neurons with AAV-hα-syn(A53T), then discussed the effects of Ang-(1-7)/Mas on α-syn level and neuronal apoptosis for these models combined with downstream long non-coding RNA (lncRNA) and microRNA (miRNA). Results showed that Ang-(1-7) alleviated behavioral impairments, rescued dopaminergic neurons loss and lowered α-syn expression in substantia nigra of hα-syn(A53T) overexpressed PD mice. We also discovered that Ang-(1-7) decreased level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons through lncRNA NEAT1/miR-153-3p axis. Moreover, miR-153-3p level in peripheral blood is found negatively correlated with that of α-syn. In conclusion, our work not only showed neuroprotective effect and underlying mechanisms for Ang-(1-7) on α-syn *in vivo* and *vitro*, but also brought new hope on miR-153-3p and NEAT1 for diagnosis and treatment in PD.

## INTRODUCTION

As the second most common neurodegenerative disorder, Parkinson’s disease (PD) seriously affects the quality of life, thus constituting a huge health encumbrance to patients, their families and the whole society [1]. The pathological hallmark of PD includes neural inclusions in the form of Lewy bodies (LBs) and lack of dopaminergic cells in the substantia nigra (SN) [2]. Considering that aggregated and misfolded α-synuclein (α-syn) is the major constituent of LBs, more and more attentions have been spent on the underlying mechanisms and therapeutic strategies targeting α-syn pathology [3].

The angiotensin-derived peptide Angiotensin-(1-7) (Ang-(1-7)) and its receptor Mas are newly discovered compositions of renin-angiotensin system (RAS) [4]. Different from classical Angiotensin II/AT1 receptor axis of RAS, Ang-(1-7)/Mas pathway is able to counteract cellular senescence and inflammation and exerts a protective effect [5]. Emerging evidence have suggested that Ang-(1-7)/Mas is closely associated with quite a few neurological problems especially neurodegenerative diseases [6]. Cao C reported that Ang-(1-7) infusion could improve cognitive deficit and skeletal muscle impairment in an AD mouse model [7]. Kangussu LM also showed that the imbalance of Ang-(1-7)/Mas and Angiotensin II/AT1 axis may act an indispensable role in Huntington’s disease [8]. As for PD, some clues have indicated Ang-(1-7) could alleviate rotenone-induced oxidative damage in CATH.a neurons [9]. However, the specific mechanisms of Ang-(1-7)/Mas in pathological process of α-syn for PD remain not fully understood.

Actually, more and more researches have focused on the biological implications of microRNAs (miRNAs) on α-syn pathological formation [10]. As small non-coding RNAs, miRNAs are responsible for regulating the expression of gene and are able to play a crucial part in inflammation, ageing, degeneration and other physiological processes [11]. Dysfunctions of miRNAs have been reported in many neurological disorders, especially in PD [12]. For instance, miR-133b can decrease α-syn expression and rescue neuronal survival [13]. On the contrary, upregulation of miR-16-1 may reduce clearance of α-syn aggregation thus contributing to loss of dopaminergic neurons [14]. Moreover, recent evidence also indicates that long ncRNAs (lncRNAs) can interact with miRNAs then involved in PD pathogenesis [14, 15]. As a focus of many scholars, lncRNA NEAT1 has been reported increasing neuronal injuries in MPP+ treated SH-SY5Y cells by combining miR-1301-3p [16]. NEAT1 could also act as a sponge of miR-212-3p therefore promoting inflammation in PD. Nevertheless, whether NEAT1 could bind to other miRNAs and the underlying mechanisms are not completely elucidated.

Based on the above, this study established PD models of mice and primary dopaminergic neurons with rich expression of α-syn, then discussed the effect of Ang-(1-7)/Mas on these models combined with downstream lncRNA and miRNA. Our work may bring new diagnostic biomarkers and therapeutic directions for PD.

## RESULTS

### Ang-(1-7) takes a protective part in the hα-syn overexpressed PD model of mice

Mice received intranigral injection of AAV-hα-syn(A53T) to observe the alteration of Ang-(1-7)/MasR axis. As shown in Figure 1A–1C, the Ang-(1-7) and Mas levels in the SN of mice which injected with hα-syn(A53T) virus were both obviously reduced than that in control mice. However, the decreased levels of Ang-(1-7) and Mas were fully reversed by Ang-(1-7) infusion. Subsequently, behavior tests were performed to explore whether Ang-(1-7) exerted neuroprotective effect *in vivo*. In the Rotarod test, mice injected with hα-syn(A53T) showed obviously shorter latency time than control mice (Figure 1D). Meanwhile, in the open field test, the hα-syn(A53T) group showed significantly shorter moving time compared with the control group (Figure 1E). However, the variations were reversed by combined injection of Ang-(1-7) (Figure 1D, 1E). Finally, immunofluorescence was performed to discover the effect of Ang-(1-7) on dopaminergic neurons and α-syn expression in PD. Figure 1F showed that the amount of TH-positive neurons was markedly decreased and the expression of α-syn was distinctly increased in the hα-syn(A53T) mice. However, injection of Ang-(1-7) obviously reversed above-mentioned changes in the level of TH-positive neurons and α-syn. Above results demonstrated that Ang-(1-7) alleviated behavioral disorders, rescued dopaminergic neurons loss and lowered α-syn expression in the SN of hα-syn(A53T) mice, therefore taking a protective part in the PD model of mice.

**Figure 1:**
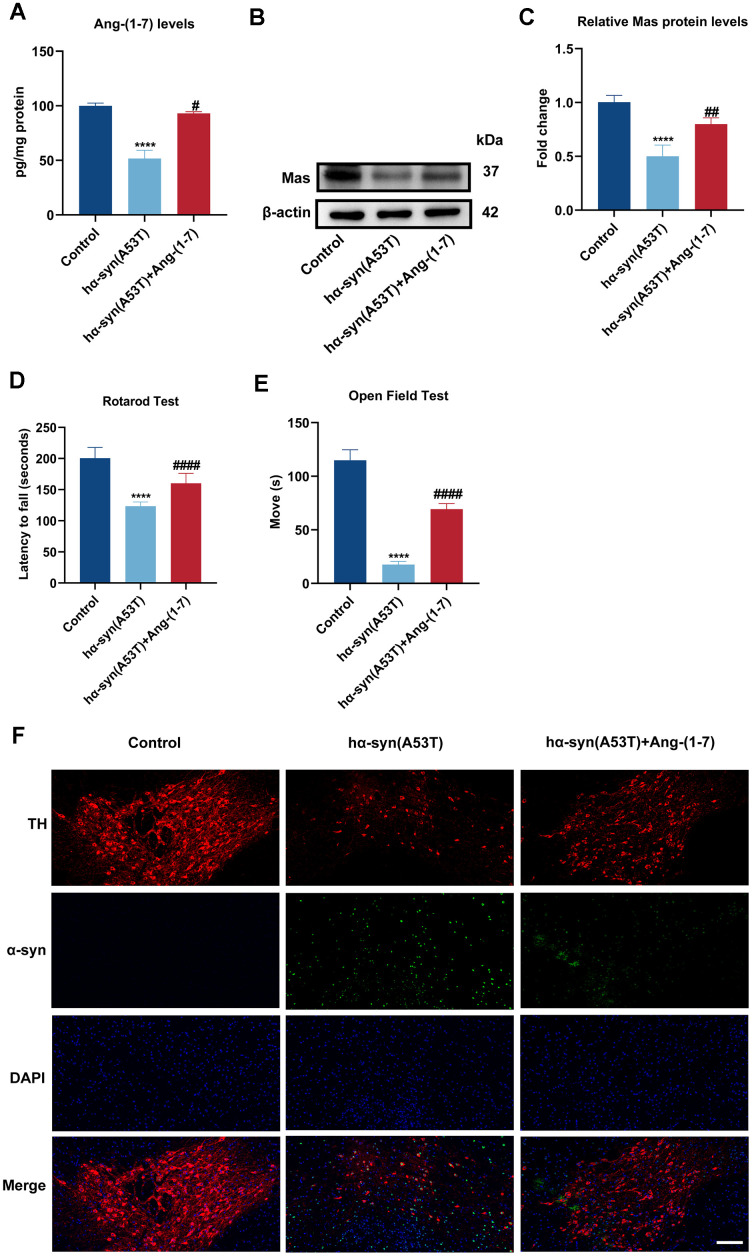
**Ang-(1-7) takes a protective part in the hα-syn overexpressed PD model of mice.** (**A**) The Ang-(1-7) levels within SN in different groups were examined using enzyme-linked immunosorbent assay (n = 6). (**B**) The MasR levels within SN in different groups were assessed by Western blot (n = 6). (**C**) Quantitative evaluation of MasR level. (**D**) The latency time in the Rotarod test were recorded (n = 21). (**E**) The movement time in the open field test were shown (n = 21). (**F**) Cells were labeled by anti-TH (red) and anti-α-syn (green) antibodies, nuclei were counterstained with DAPI (blue). The immunofluorescence was surveyed using a fluorescent microscopy. Scale bar, 100 μm (n = 6). Data are shown as the mean ± SD. ****P<0.0001 versus the Control group; #P<0.05, ##P<0.01 and ####P<0.0001 versus the hα-syn(A53T) group.

### Overexpression of miR-153-3p reduces the level of α-syn and relieves the apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons

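The miRNAs of the right SN were measured by small RNA sequencing in 6 libraries, 3 from the hα-syn(A53T) + Ang-(1-7) group and 3 from the hα-syn(A53T) group. miRNAs are short non-coding RNAs that pair with messenger RNAs, mostly in the 3’-UTR, and lower their stability or translation. By the paper's methods, the first group received Ang-(1-7) at 1.1 nmol per hour in 0.25 μL per hour above the SN for 4 weeks and the second group received aCSF at the same rate. The sample labels call the animals an hα-syn(A53T) overexpressing strain, whereas the paper's methods describe AAV injection into the right SNpc of C57BL/6J mice. Libraries from control mice were not analysed here. Neither the paper's text nor the labels say whether a library came from 1 mouse or from pooled mice, so the p-values given with these data measure the spread between libraries, which may be technical. According to the methods and the submitters' processing notes, the reads were matched to the mouse genome with Bowtie 1.2.3 and normalized with DESeq2 1.10.1, and the notes name the build mm9. The deposited table gives normalized counts, the read count of a library divided by its size factor, for 1393 annotated miRNAs and 1231 predicted loci. These 2 parts had separate size factors, and within each part every value was a whole multiple of what 1 read is worth in that library (tolerance 1e-06). The annotated miRNAs held 15522980, 15918229 and 16571363 reads in the Ang-(1-7) libraries and 14796519, 16630798 and 17088611 reads in the hα-syn(A53T) libraries, so depth was similar in both groups. The neuron-enriched miR-9-5p and miR-128-3p had the highest mean levels, and miR-9-5p stood at 1868360 ± 435662 normalized counts with Ang-(1-7) and 1676110 ± 172796 without it (SD, n = 3). The 6 most abundant miRNAs took 36.1% to 44.4% of a library's reads, and 1067 to 1132 annotated miRNAs were detected per library. Libraries of 1 group differed by more than the sampling noise (chi-square per degree of freedom of 335 to 2087), so none was counted as a copy of the same library, which does not exclude repeat libraries of 1 sample. Their log2 values had Pearson correlations, taken across miRNAs, of 0.977 to 0.987 within a group and 0.952 to 0.979 between the groups. These ranges overlapped, since Ang-(1-7) replicate 3 was closer to hα-syn(A53T) replicate 3 than to Ang-(1-7) replicate 2. The groups were compared with limma on log2(normalized count + 1), with a trend of the spread over level and the Benjamini-Hochberg adjustment, over the 1065 annotated miRNAs with a value of at least 1 in at least 3 libraries. A fold change on this scale understates the change of miRNAs with few reads.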

To identify whether miRNAs were involved in Ang-(1-7) induced neuroprotective effect in PD, we conducted high-throughput miRNA sequencing in the hα-syn(A53T) mice with or without Ang-(1-7) administration. As shown in Figure 2A, 46 differentially expressed miRNAs were chosen with |log2(fold change) |≥1 and P<s0.0001 after Ang-(1-7) injection. Among them, miR-153-3p was the only one which could bind to 3’-UTR of α-syn confirmed by targetscan software (Figure 2B). 

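After Ang-(1-7), the right SN of hα-syn(A53T) mice held far more of the miR-200 family and the miR-183 cluster, and less miR-206-3p, miR-195a-5p and miR-486. Among the largest rises was that of miR-200a-3p, a miRNA known from epithelial cells, from 1715 ± 285 to 194114 ± 116571 normalized counts (SD, n = 3), a log2 fold change of 6.61 (standard error 0.44, adjusted p = 2.45e-05 from limma). Among the largest falls was that of miR-206-3p, known from skeletal muscle, from 10093 ± 1975 to 327 ± 144 normalized counts (SD, n = 3), a log2 fold change of -5.02 (standard error 0.32, adjusted p = 2.45e-05 from limma). miR-195a-5p, which shares its seed with miR-16, fell from 19802 ± 2757 to 3214 ± 958 normalized counts (SD, n = 3), a log2 fold change of -2.65 (standard error 0.24, adjusted p = 1.13e-04 from limma). Of the 1065 miRNAs tested, 59 were higher and 43 lower at an adjusted p under 0.05, and 963 did not pass. Some of the lower ones have identical values. With such miRNAs kept once, a setting also added later, 59 were higher and 37 lower, and 16 higher and 7 lower met the paper's thresholds. Scaled to the upper quartile of each library, a setting chosen after the data were seen, 47 were higher and 57 lower. In all 102 that passed, every Ang-(1-7) library lay on the same side of every hα-syn(A53T) library. This held for 300 of all miRNAs tested, or 28.2%, against 10% by chance. At a log2 fold change of at least 1 in size and an unadjusted p under 0.0001 from limma, 16 miRNAs were higher and 8 lower. Of these 24, 23 are named in the heatmap of Figure 2A. The other was miR-465c-5p, which fell from 12.2 ± 0.129 to 1.00 ± 0.0974 normalized counts (SD, n = 3, adjusted p = 0.00431 from limma). Each of its Ang-(1-7) values is what 1 read is worth in that library, so these SDs say little about its precision. In the authors' deposited table its unadjusted p was 0.00106. All 46 miRNAs of the heatmap passed an adjusted p under 0.05 in the direction shown there, and 56 further miRNAs passed outside it. The number at an adjusted p under 0.05 was 46 without Ang-(1-7) replicate 1, 53 without Ang-(1-7) replicate 2, 33 without hα-syn(A53T) replicate 1 and 27 without hα-syn(A53T) replicate 2, and the number at the paper's thresholds was 14 without Ang-(1-7) replicate 2, 14 without hα-syn(A53T) replicate 1 and 15 without hα-syn(A53T) replicate 2. With the mean log2 level of miR-10a-5p and miR-10b-5p as a covariate, also chosen after the data were seen, these numbers were 22 and 13.

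**Figure D1:**
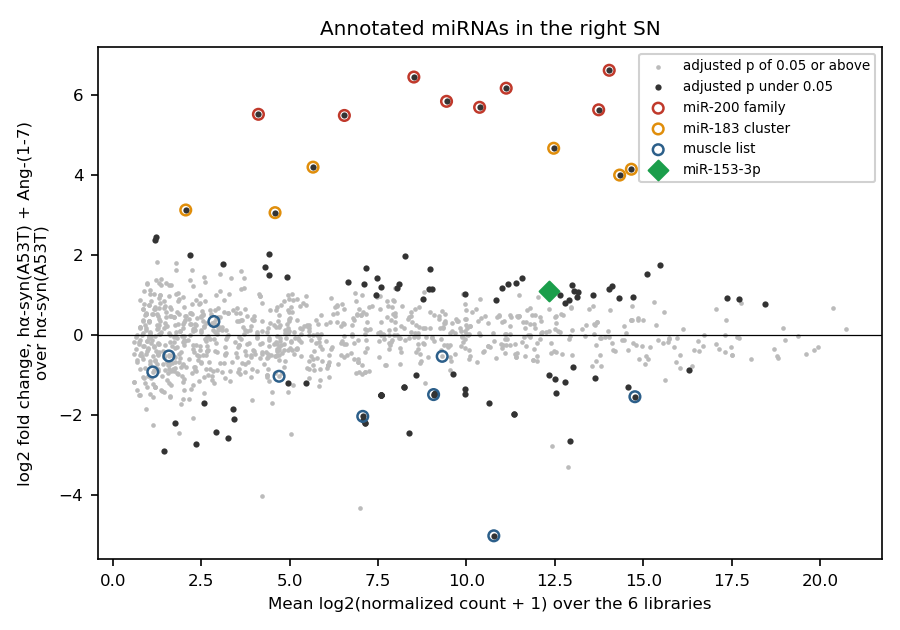
Log2 fold change of each of the 1065 annotated miRNAs tested (hα-syn(A53T) + Ang-(1-7) over hα-syn(A53T), vertical axis) against its mean log2(normalized count + 1) over the 6 libraries (horizontal axis). Black points passed an adjusted p under 0.05 in limma, and circles mark the miR-200 family, the miR-183 cluster and the muscle list. The 8 members of the miR-200 family lie between 5.48 and 6.61, and miR-206-3p lies at -5.02.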

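miR-153-3p, a miRNA enriched in neurons, was 2.13-fold higher in the right SN after Ang-(1-7). It stood at 6978, 8836 and 7018 normalized counts in the Ang-(1-7) libraries and at 4247, 3209 and 3275 in the hα-syn(A53T) libraries, a mean of 7611 ± 1061 against 3577 ± 581 (SD, n = 3). The log2 fold change was 1.09 (standard error 0.21, 95% interval 0.62 to 1.56, adjusted p = 0.0146 from limma). Every Ang-(1-7) library was above every hα-syn(A53T) library (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allow). The other arm of the hairpin, miR-153-5p, rose from 698 ± 64.5 to 1449 ± 388 normalized counts (SD, n = 3, adjusted p = 0.0358 from limma). Of 8 miRNAs listed as reported regulators of α-syn, 2 of them named in Figure 2A, miR-153-3p and miR-7a-5p rose, miR-133b-3p fell and 5 did not pass (3 higher and 2 lower when adjusted over the list alone). As a list they did not move against the other miRNAs (limma's camera, adjusted p = 0.646). miR-7a-5p, known from neurons and endocrine cells, had a log2 fold change of 0.91 (standard error 0.22, adjusted p = 0.0358 from limma). In GRCm38, the miR-153-3p hairpin lies on chromosome 12 from 117250817 to 117250885, on the plus strand and in an intron of Ptprn2 (116485720 to 117276849). The mature miRNA, TTGCATAGTCACAAAAGTGATC, lies from 117250860 to 117250881. miR-10b-5p, encoded in a Hox cluster and known from the hindbrain and spinal cord, stood at 1118, 577 and 21338 normalized counts with Ang-(1-7) and at 6887, 48662 and 39970 without it. miR-153-3p no longer passed without hα-syn(A53T) replicate 2 (log2 fold change 1.02, adjusted p = 0.0971 from limma) or with the level of miR-10a-5p and miR-10b-5p as a covariate (0.86, standard error 0.26, adjusted p = 0.223), and its adjusted p ran from 0.00903 to 0.223 over the limma settings and was 4.37e-04 with the authors' p-values. The limma call of miR-153-5p ended without Ang-(1-7) replicate 1 or 2 or hα-syn(A53T) replicate 1, 2 or 3 (adjusted p = 0.0599 to 0.168), and that of miR-7a-5p without Ang-(1-7) replicate 1 or 3 or hα-syn(A53T) replicate 1 or 2 (adjusted p = 0.0605 to 0.175). The paper states that TargetScan singled out miR-153-3p among these miRNAs, follows it with a reporter assay, RT-qPCR and transfections, and concludes that miR-153-3p binds α-syn and lowers it.

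**Figure D2:**
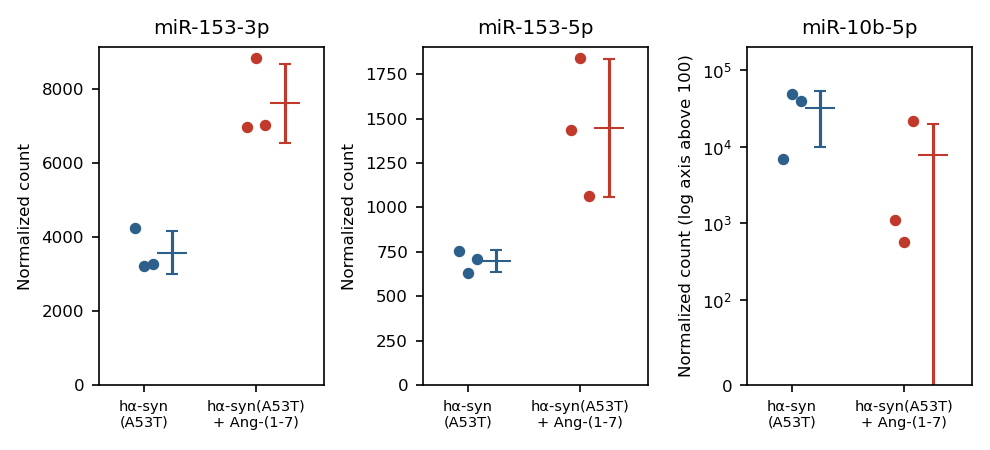
Normalized counts of miR-153-3p, miR-153-5p and miR-10b-5p in each of the 3 hα-syn(A53T) libraries (blue) and the 3 hα-syn(A53T) + Ang-(1-7) libraries (red), with mean and SD beside the points. The axis of miR-10b-5p is logarithmic above 100. The red points of miR-153-3p lie at 6978 or above and the blue ones at 4247 or below, while those of miR-10b-5p overlap.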

Next, the dual luciferase reported assay displayed that miR-153-3p distinctly reduced α-syn-WT luciferase activity rather than that of α-syn-Mut (Figure 2C), which also proved the bond of miR-153-3p and α-syn. Meanwhile, the miR-153-3p levels in SN of hα-syn(A53T) mice after Ang-(1-7) injection were further confirmed by RT-qPCR (Figure 2D). Lastly, we transfected miR-153-3p mimics, miR-153-3p inhibitors or their negative controls to primary dopaminergic neurons which have been treated with AAV-hα-syn(A53T) (Figure 2E). As shown in Figure 2F, 2G, compared with the NC mimic transfected group, transfection of miR-153-3p mimic significantly reduced the level of α-syn. However, transfection of miR-153-3p inhibitor obviously increased the level of α-syn compared with the NC inhibitor transfected group. At the same time, the variation of LDH leakage in each group was in line with that of α-syn (Figure 2H). Besides, we also tested the apoptosis-related proteins of neurons. As indicated by Figure 2I–2K, 2L, transfection of miR-153-3p mimic distinctly increased the level of Bcl2, whereas significantly reduced the level of Bax and cleaved caspase-3 compared with the NC mimic transfected group. However, transfection of miR-153-3p inhibitor obviously showed the opposite variation compared with the NC inhibitor transfected group. These findings reveal that α-syn is a target protein of miR-153-3p, and overexpression of miR-153-3p reduces the level of α-syn and relieves the apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons.

**Figure 2:**
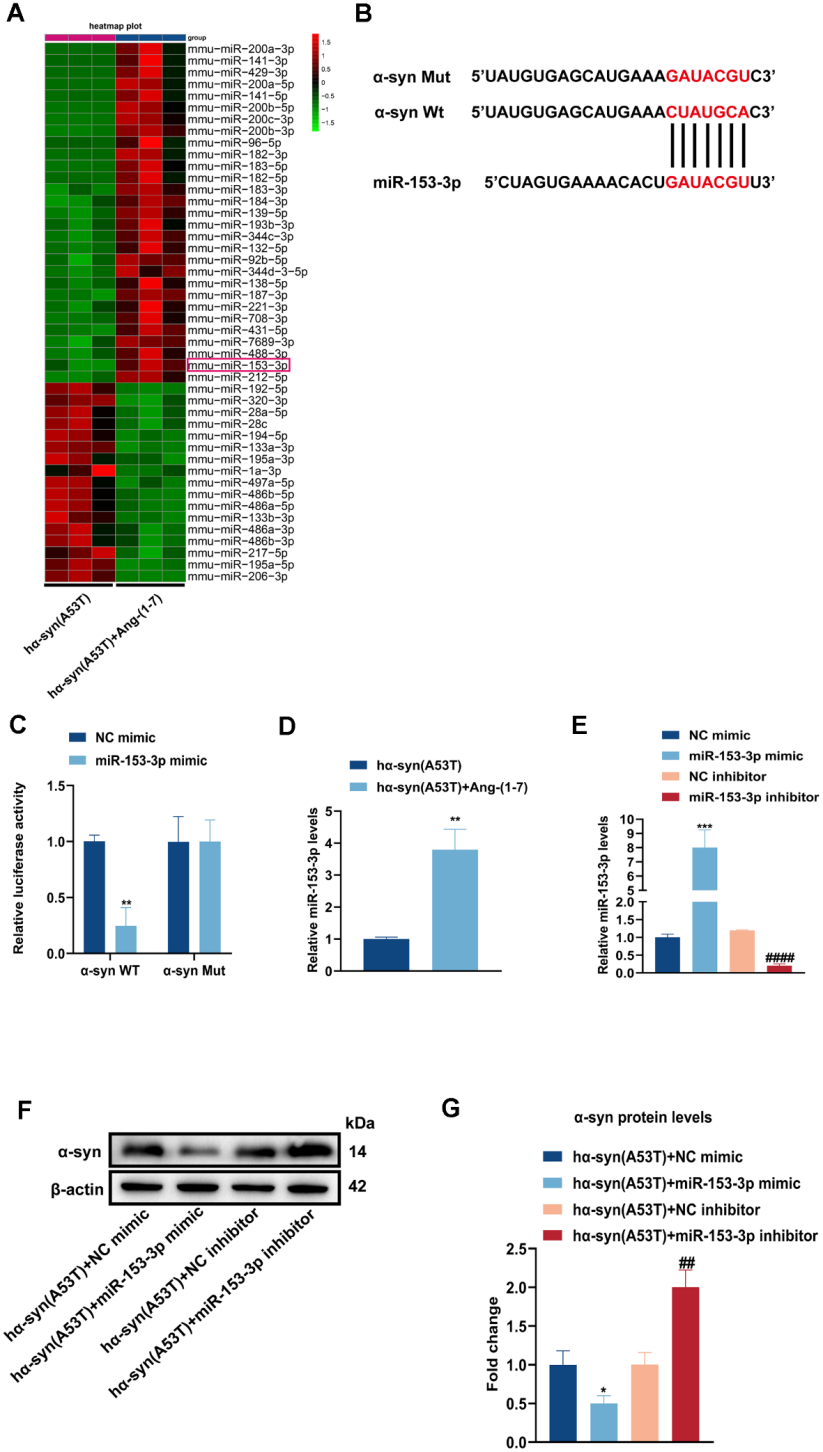
**Overexpression of miR-153-3p reduces the level of α-syn and relieves the apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons.** (**A**) The heatmap showed differentially expressed miRNAs in right SN of mice for every group (n = 3). (**B**) Probable binding site of miR-153-3p to α-syn. (**C**) The luciferase reporter assay to verify the combination between miR-153-3p and α-syn (n = 3). (**D**) The miR-153-3p level in SN of each mice group were assessed by qRT-PCR (n = 3). (**E**) The miR-153-3p levels of primary dopaminergic neurons in indicated groups were analysed by qRT-PCR (n = 3). (**F**) The α-syn level of primary dopaminergic neurons in each group was tested by Western blot (n = 3). (**G**) Quantitative evaluation of α-syn level.

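Members of several miRNA families rose together in the right SN after Ang-(1-7). All 8 measured members of the miR-200 family, which keeps epithelial cells in their state by lowering ZEB1 and ZEB2, rose (8 higher when adjusted over the list alone), with a median log2 fold change of 5.76. All 6 measured members of the miR-183 cluster, known from sensory neurons and photoreceptors, rose too (6 higher when adjusted over the list alone), with a median of 4.06. The hairpins of miR-200a, miR-200b and miR-429 lie close together on chromosome 4, and those of miR-200c and miR-141 on chromosome 6. Those of the miR-183 cluster lie together elsewhere on chromosome 6. The 14 members are arms of these hairpins, so they are not 14 independent results. miR-429-3p stood at 21994 ± 12947 normalized counts with Ang-(1-7) and 266 ± 50.9 without it, and miR-183-5p at 117589 ± 52829 and 6429 ± 2238 (SD, n = 3). Both lists moved against the other miRNAs in limma's camera test with a preset correlation (adjusted p = 5.35e-13 and 8.06e-08), but not with an estimated one (adjusted p = 0.18 for each with an estimated correlation). Of the 4 arms of miR-132 and miR-212, which active neurons transcribe through CREB, 3 rose (4 when adjusted over the list alone), and the list passed with adjusted p = 9.46e-04, or adjusted p = 0.18 with an estimated correlation. miR-132-5p rose from 20846 ± 2310 to 61274 ± 17887 normalized counts (SD, n = 3), a log2 fold change of 1.52 (standard error 0.23, adjusted p = 0.0039 from limma). Of 15 members of the brain-expressed miR-344 family, 3 rose (4 when adjusted over the list alone), and the list passed with adjusted p = 2.27e-04, or adjusted p = 0.125 with an estimated correlation. Its member miR-344c-3p rose from 289 to 908 normalized counts, a log2 fold change of 1.65 (standard error 0.26, adjusted p = 0.00431 from limma). Of 15 neuron-enriched miRNAs, 6 rose, among them miR-138-5p, 1 fell, which was miR-124-3p, and 8 did not pass (7 higher and 2 lower when adjusted over the list alone). That list did not pass (adjusted p = 0.0527, and 0.407 with an estimated correlation), but passed without Ang-(1-7) replicate 3 or hα-syn(A53T) replicate 1 (adjusted p down to 0.0354 in limma's camera). The heatmap of Figure 2A, seen when the lists were written, names 8, 5, 2, 2 and 3 members of these 5 lists, so their direction is not independent evidence. With the level of miR-10a-5p and miR-10b-5p as a covariate, 12 of the 14 members of the miR-200 family and the miR-183 cluster passed, and miR-132-5p and miR-344c-3p did not (adjusted p = 0.0878 for each from limma). Their log2 fold changes were then 1.23 (standard error 0.29) and 1.40 (standard error 0.33), smaller estimates with larger errors. These alone do not account for the lost calls. In the main fit miR-137-3p passed with a log2 fold change of 1.41 and a standard error of 0.35 (adjusted p = 0.0376 from limma). Fewer miRNAs passed in the fit with the covariate, 22 against 102, which bears on the adjustment. The limma call of miR-96-3p, a member of the miR-183 cluster with few reads, ended without Ang-(1-7) replicate 1 or 2 or hα-syn(A53T) replicate 1 or 3 (adjusted p = 0.0537 to 0.0933), that of miR-138-5p without hα-syn(A53T) replicate 1 or 2 (0.0642 and 0.0965) and that of miR-124-3p without any library but Ang-(1-7) replicate 3 (0.0743 to 0.165). The 6 neuron-enriched miRNAs that rose became 2 without Ang-(1-7) replicate 1, 3 without Ang-(1-7) replicate 2, 1 without hα-syn(A53T) replicate 1 and 0 in limma without hα-syn(A53T) replicate 2 (9 of the 15 had an unadjusted p under 0.05 with all libraries), and both the 3 of miR-132 and miR-212 and the 3 of miR-344 became 1 without Ang-(1-7) replicate 1, hα-syn(A53T) replicate 1 or hα-syn(A53T) replicate 2 (miR-344 became 2 without Ang-(1-7) replicate 2).

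**Figure D3:**
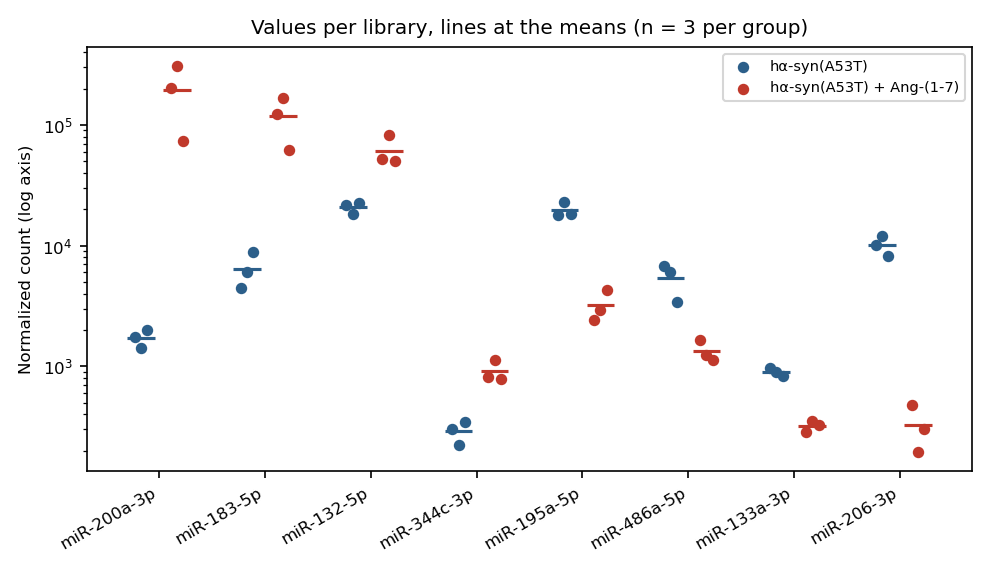
Normalized counts (logarithmic axis) of 8 miRNAs in each of the 3 hα-syn(A53T) libraries (blue) and the 3 hα-syn(A53T) + Ang-(1-7) libraries (red), with lines at the means. In each of the 8 the 2 groups do not overlap. For miR-183-5p the red mean is 117589 and the blue mean 6429, and for miR-206-3p they are 327 and 10093.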

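Several miRNAs known from muscle fell in the same comparison, and of the red blood cell list only miR-486 did. Markers of endothelium, smooth muscle and leukocytes did not pass. Of 9 measured miRNAs of muscle, 4 fell (5 when adjusted over the list alone), namely miR-206-3p, miR-133b-3p, miR-1a-3p and miR-133a-3p, all 4 named in Figure 2A. miR-133a-3p fell from 902 ± 70.6 to 320 ± 32.9 normalized counts (SD, n = 3), a log2 fold change of -1.49 (standard error 0.22, adjusted p = 0.00285 from limma). The muscle list passed limma's camera test with a preset correlation (adjusted p = 1.49e-04), but not with an estimated one (adjusted p = 0.125 with an estimated correlation). That estimate was -0.10, below the preset 0.01, and the list passed limma's fry test (adjusted p = 5.01e-06). Among 7 miRNAs of red blood cells, the 4 arms of miR-486a and miR-486b fell (4 when adjusted over the list alone), all named in Figure 2A. The 5p arms have identical values, and so have the 3p arms, so the 4 arms are 2 separate measurements. The 5p arms stood at 1342 ± 275 normalized counts with Ang-(1-7) and 5400 ± 1737 without it (SD, n = 3), a log2 fold change of -1.97 (standard error 0.29). miR-451a, an abundant miRNA of red blood cells, stood at 320 ± 158 with Ang-(1-7) and 161 ± 6.12 without it (SD, n = 3) and did not pass (adjusted p = 0.24 from limma). miR-144-3p and miR-144-5p of the same list did not pass either (log2 fold changes of -0.40 and 1.16). The list of red blood cells did not pass camera (adjusted p = 0.0555, and 0.253 with an estimated correlation), but passed limma's fry test (adjusted p = 0.0266). It also passed without Ang-(1-7) replicate 2 or hα-syn(A53T) replicate 3 (adjusted p down to 0.0304 in limma's camera). Of 6 miRNAs of oligodendrocytes, the cells that form myelin, miR-338-5p fell and 5 did not pass (2 lower when adjusted over the list alone). That list passed with a median log2 fold change of -0.73 (adjusted p = 0.0133, or adjusted p = 0.18 with an estimated correlation). Of 6 miRNAs encoded in Hox clusters, miR-196a-5p was lower (5 when adjusted over the list alone). It was listed at 0 in all 3 Ang-(1-7) libraries and at 4.10, 9.27 and 7.08 in the hα-syn(A53T) libraries. The Hox list had a median log2 fold change of -2.85 and passed (adjusted p = 0.00174, or adjusted p = 0.25 with an estimated correlation). None of 2 miRNAs of endothelium, 5 of smooth muscle and pericytes and 8 of leukocytes and microglia passed in limma (none when adjusted over the lists alone). At an unadjusted p under 0.05, the numbers were 0, 0 and 0 in limma and 0, 1 and 0 in the authors' deposited table. The smooth muscle list had a median of -0.08 and a mean of 0.26, so the signs differed, and neither it nor the leukocyte list passed limma's camera test (adjusted p = 0.681 and 0.823), while endothelium had too few members for a list test. The limma call of miR-1a-3p ended without Ang-(1-7) replicate 1 or 2 or hα-syn(A53T) replicate 2 (adjusted p = 0.0605 to 0.0717), and that of miR-338-5p without any library but Ang-(1-7) replicate 3 (adjusted p = 0.0873 to 0.238). Without Ang-(1-7) replicate 2, hα-syn(A53T) replicate 1 or hα-syn(A53T) replicate 2, the 5p arms of miR-486 passed and the 3p arms did not (limma's adjusted p of miR-486a-3p = 0.0677, 0.0924 and 0.104). Of the Hox list, 5 members passed without Ang-(1-7) replicate 3, while without hα-syn(A53T) replicate 1, 2 or 3 miR-196a-5p had too few libraries above 0 to be tested and 0 of the others passed in limma (5 of the 6 had an unadjusted p under 0.05 with all libraries, and 1 in the authors' deposited table).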

**Figure 2:**
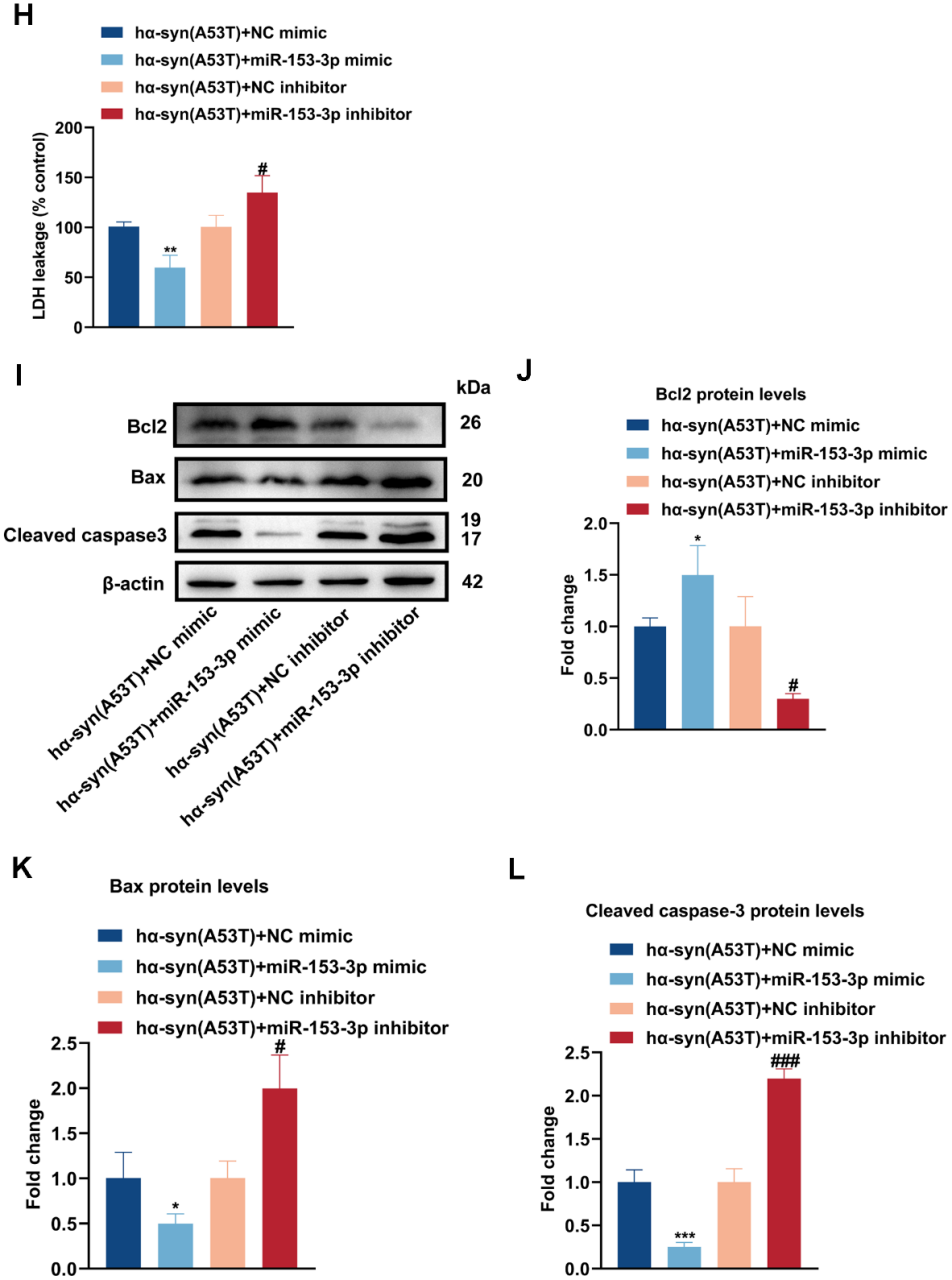
**Overexpression of miR-153-3p reduces the level of α-syn and relieves the apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons.** (**H**) Cell cytotoxicity of primary dopaminergic neurons in each group was tested by LDH assay (n = 3). (**I**) The levels of Bcl2, Bax and cleaved caspase-3 in every group were observed by Western blot (n = 3). (**J**) Quantitative evaluation of Bcl2 level. (**K**) Quantitative evaluation of Bax level. (**L**) Quantitative evaluation of Cleaved caspase-3 level. Data are shown as the mean ± SD. *P<0.05 versus the hα-syn(A53T) + NC mimic group; **P<0.01 versus the NC mimic, hα-syn(A53T) or hα-syn(A53T) + NC mimic group; ***P<0.001 versus the NC mimic or hα-syn(A53T) + NC mimic group; #P<0.05, ##P<0.01 and ###P<0.001 versus the hα-syn(A53T) + NC inhibitor group. ####P<0.0001 versus the NC inhibitor group.

### Ang-(1-7) decreases the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons through miR-153-3p

To observe whether Ang-(1-7) reduces the level of α-syn and apoptosis via miR-153-3p, Ang-(1-7), miR-153-3p inhibitor or its negative control was added to hα-syn(A53T) overexpressed dopaminergic neurons. As revealed in Figure 3A, 3B, co-treatment with Ang-(1-7) obviously inhibited the α-syn expression compared with the group treated with NC inhibitor alone. However, this variation was reversed by miR-153-3p inhibitor. Meanwhile, the LDH leakage showed the same variational tendency in all groups with that of α-syn (Figure 3C). At last, as indicated by Figure 3D–3G, Ang-(1-7) apparently enhanced the level of Bcl2 whereas reduced the level of Bax and cleaved caspase-3 compared with the NC inhibitor transfected group. However, transfection of miR-153-3p inhibitor together obviously showed the opposite variation of the three apoptosis-related proteins compared with the group treated with Ang-(1-7) and NC inhibitor. These results manifested that Ang-(1-7) decreased the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons in a miR-153-3p-dependent manner.

**Figure 3:**
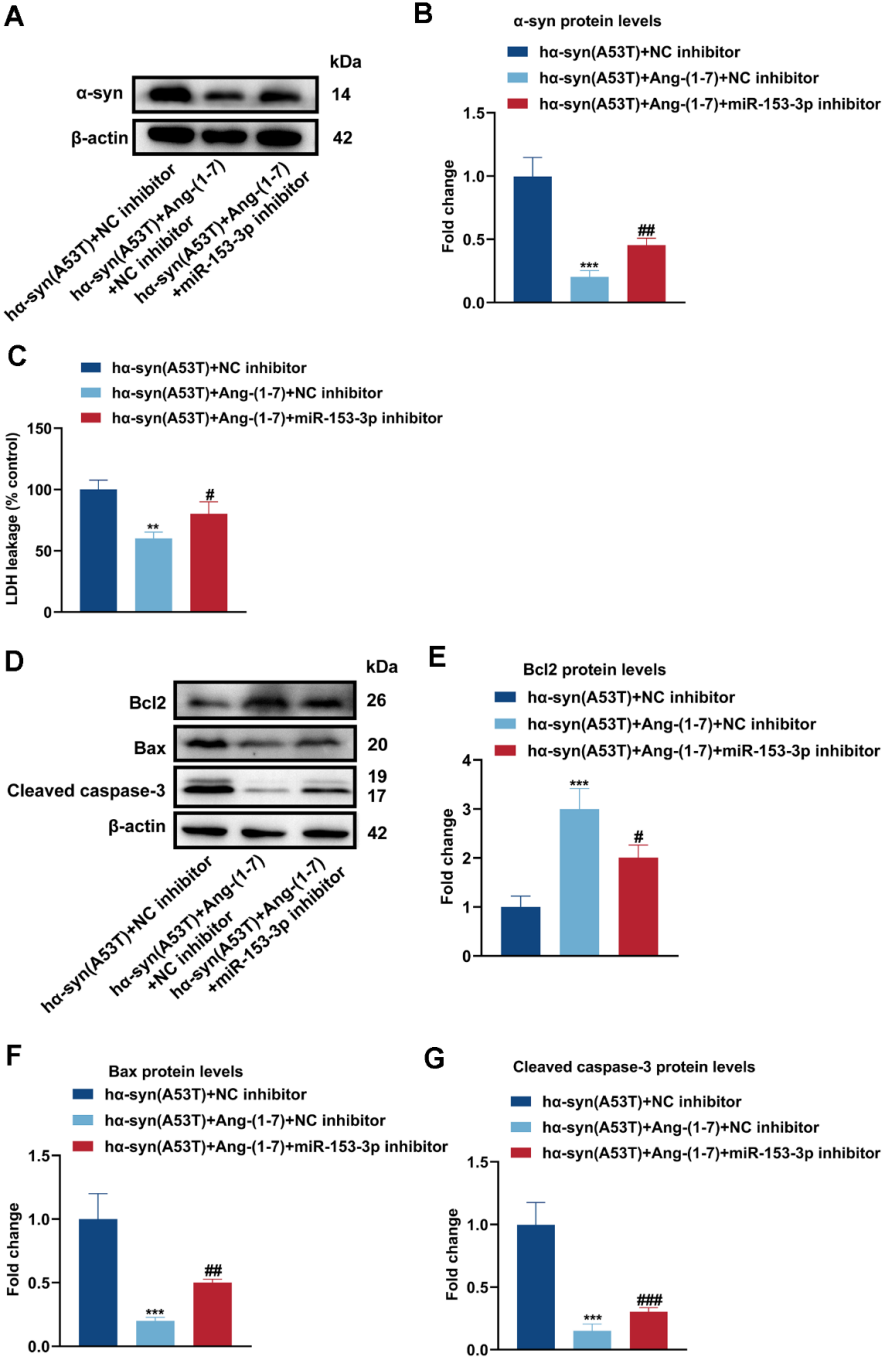
**Ang-(1-7) decreases the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons through miR-153-3p.** (**A**) The α-syn level of primary dopaminergic neurons in each group was detected by Western blot (n = 3). (**B**) Quantitative evaluation of α-syn level. (**C**) Cell cytotoxicity of primary dopaminergic neurons in each group was tested by LDH assay (n = 3). (**D**) The levels of Bcl2, Bax and cleaved caspase-3 in every group were observed by Western blot (n = 3). (**E**) Quantitative evaluation of Bcl2 level. (**F**) Quantitative evaluation of Bax level. (**G**) Quantitative evaluation of Cleaved caspase-3 level. Data are shown as the mean ± SD. **P<0.01 and ***P<0.001 versus the hα-syn(A53T) + NC inhibitor group; #P<0.05, ##P <0.01 and ###P<0.001 versus the hα-syn(A53T) + Ang-(1-7) + NC inhibitor group.

### NEAT1 acts as a sponge of miR-153-3p therefore increasing the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons

By searching plenty of literature and utilizing online bioinformatics databases, we found that NEAT1 had a good combination to miR-153-3p (Figure 4A, 4B). Next, dual luciferase reported assay was performed to verify the binding site. As shown in Figure 4C, miR-153-3p mimic obviously weakened the NEAT1-WT luciferase activity, rather than that of NEAT1-Mut. Then the FISH assay was conducted to define localization of NEAT1 and miR-153-3p. Figure 4D showed that NEAT1 may act as a sponge of miR-153-3p, and they were both mainly located in the cytoplasm of dopaminergic neurons. Afterwards, we knocked down or overexpressed NEAT1 in the hα-syn(A53T) overexpressed dopaminergic neurons (Figure 4E). As indicated in Figure 4F, overexpression of NEAT1 obviously lessened the miR-153-3p level whereas knockdown of NEAT1 remarkably increased the miR-153-3p level in hα-syn(A53T) overexpressed cells. Finally, we observed the influence of NEAT1 on α-syn and apoptosis in aforementioned groups. As shown in Figure 4G, 4H, overexpression of NEAT1 significantly improved the level of α-syn whereas knockdown of NEAT1 obviously decreased the level of α-syn compared to corresponding control group. At the same time, the variation of LDH leakage in each group was similar with that of α-syn (Figure 4I). Besides, we also found that NEAT1 aggravated the apoptosis. As indicated by Figure 4J–4L and 4M, overexpression of NEAT1 significantly decreased the level of Bcl2 and increased the level of Bax and cleaved caspase-3 compared to corresponding control group. However, knockdown of NEAT1 obviously showed the opposite variation of the three apoptosis-related proteins compared with the corresponding control group. To summarize, NEAT1 could bind to miR-153-3p, then increasing the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons.

**Figure 4:**
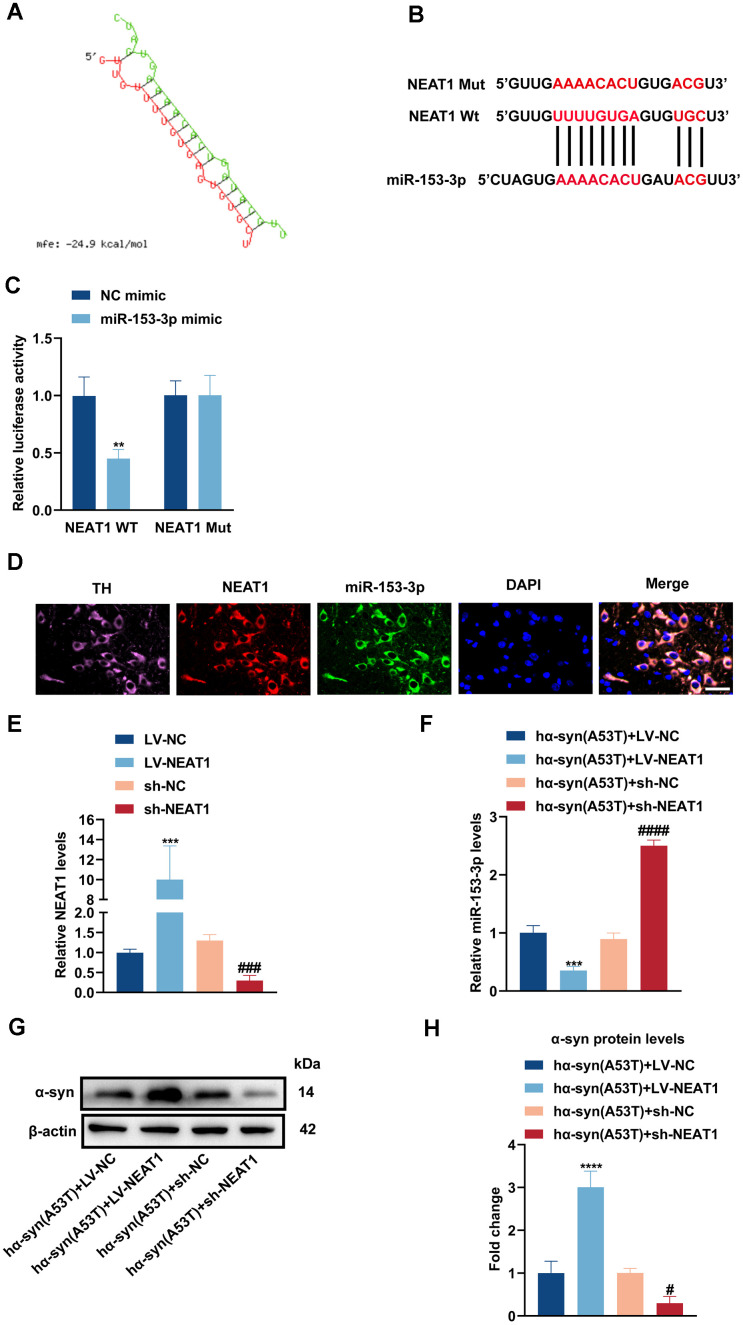
**NEAT1 acts as a sponge of miR-153-3p therefore increasing the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons.** (**A**, **B**) Probable binding site of NEAT1 to miR-153-3p. (**C**) The dual luciferase reported assay to verify the combination between NEAT1 and miR-153-3p (n = 3). (**D**) The location of NEAT1(red) and miR-153-3p(green) in the brain section of mice. TH (pink) represents the location of dopaminergic neurons, whereas DAPI (blue) represents the location of nuclear localization. Scale bar, 50 μm (n = 6). (**E**) The NEAT1 levels of primary dopaminergic neurons in indicated groups were analysed by qRT-PCR (n = 3). (**F**) The miR-153-3p levels of primary dopaminergic neurons in indicated groups were assessed by qRT-PCR (n = 3). (**G**) The α-syn level of primary dopaminergic neurons in each group was detected by Western blot (n = 3). (**H**) Quantitative evaluation of α-syn level.

**Figure 4:**
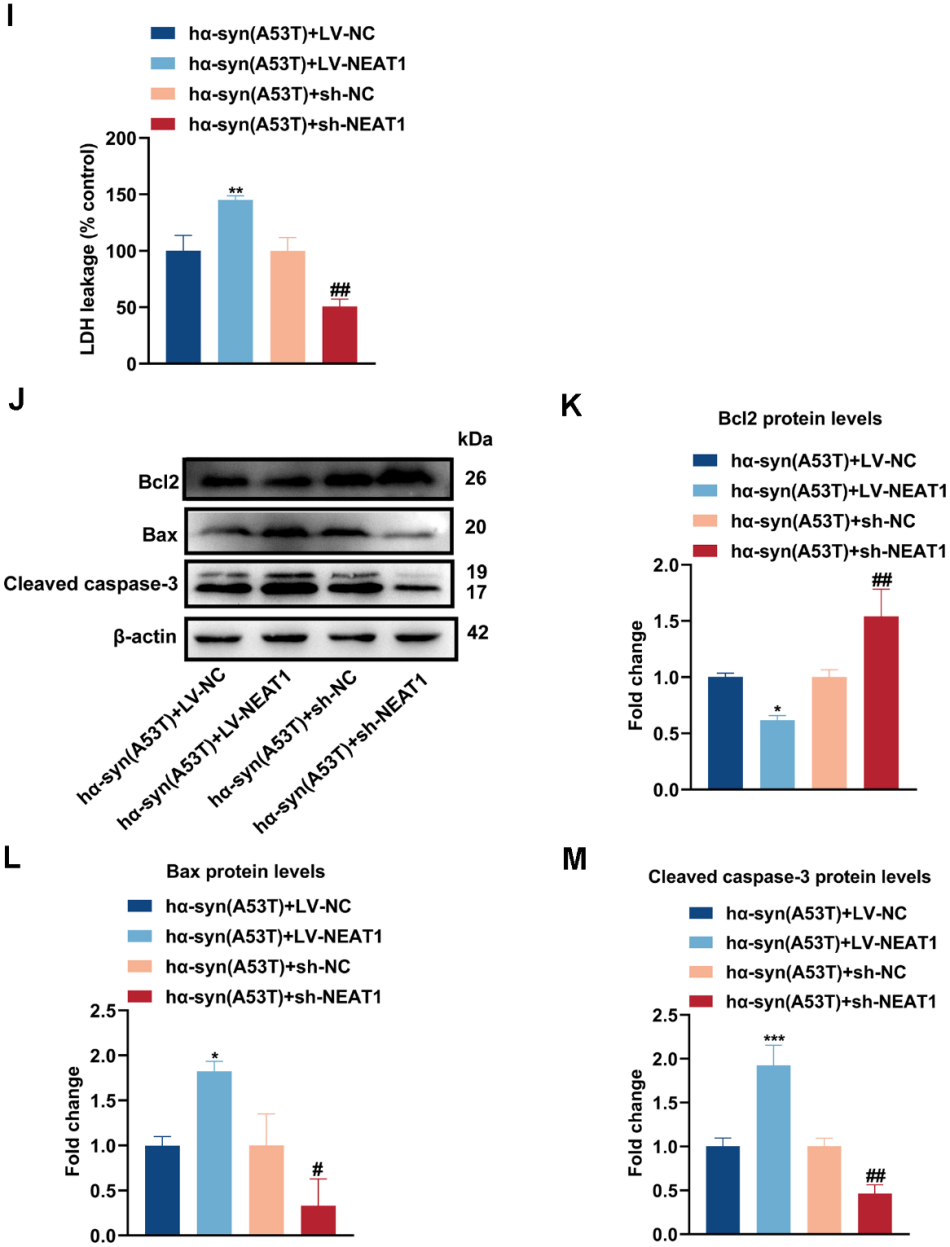
**NEAT1 acts as a sponge of miR-153-3p therefore imcreasing the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons.** (**I**) Cell cytotoxicity of primary dopaminergic neurons in each group was tested by LDH assay (n = 3). (**J**) The levels of Bcl2, Bax and cleaved caspase-3 in every group were observed by Western blot (n = 3). (**K**) Quantitative evaluation of Bcl2 level. (**L**) Quantitative evaluation of Bax level. (**M**) Quantitative evaluation of Cleaved caspase-3 level. Data are shown as the mean ± SD. *P<0.05 and ****P<0.0001 versus the hα-syn(A53T) + LV-NC group; **P<0.01 versus the NC mimic or hα-syn(A53T) + LV-NC group; ***P<0.001 versus the LV-NC or hα-syn(A53T) + LV-NC group; #P<0.05, ##P<0.01 and ####P<0.0001 versus hα-syn(A53T) + sh-NC group; ###P<0.001 versus the sh-NC group.

### Ang-(1-7) decreases the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons through NEAT1

Figure 5A indicated that Ang-(1-7) obviously inhibited the expression of NEAT1 in hα-syn(A53T) overexpressed PD mice. To further explore the interaction between NEAT1 and Ang-(1-7) on the level of α-syn and apoptosis in aforementioned cells, LV-NC or LV-NEAT1 were transfected in hα-syn(A53T) overexpressed neurons. As revealed in Figure 5B, 5C, co-treatment with Ang-(1-7) apparently inhibited the level of α-syn compared with the LV-NC group. However, this variation was reversed when cells transfected with LV-NEAT1 together. Meanwhile, the LDH leakage showed the same variational tendency in three groups with that of α-syn (Figure 5D). Finally, as shown by Figure 5E–5H, Ang-(1-7) evidently heightened the level of Bcl2, whereas reduced the level of Bax and cleaved caspase-3 compared with the sh-NC transfected group. However, transfection of LV-NEAT1 together obviously showed the opposite variation of the three apoptosis-related proteins. All these conclusions showed that Ang-(1-7) decreases the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons in a NEAT1-dependent manner.

**Figure 5:**
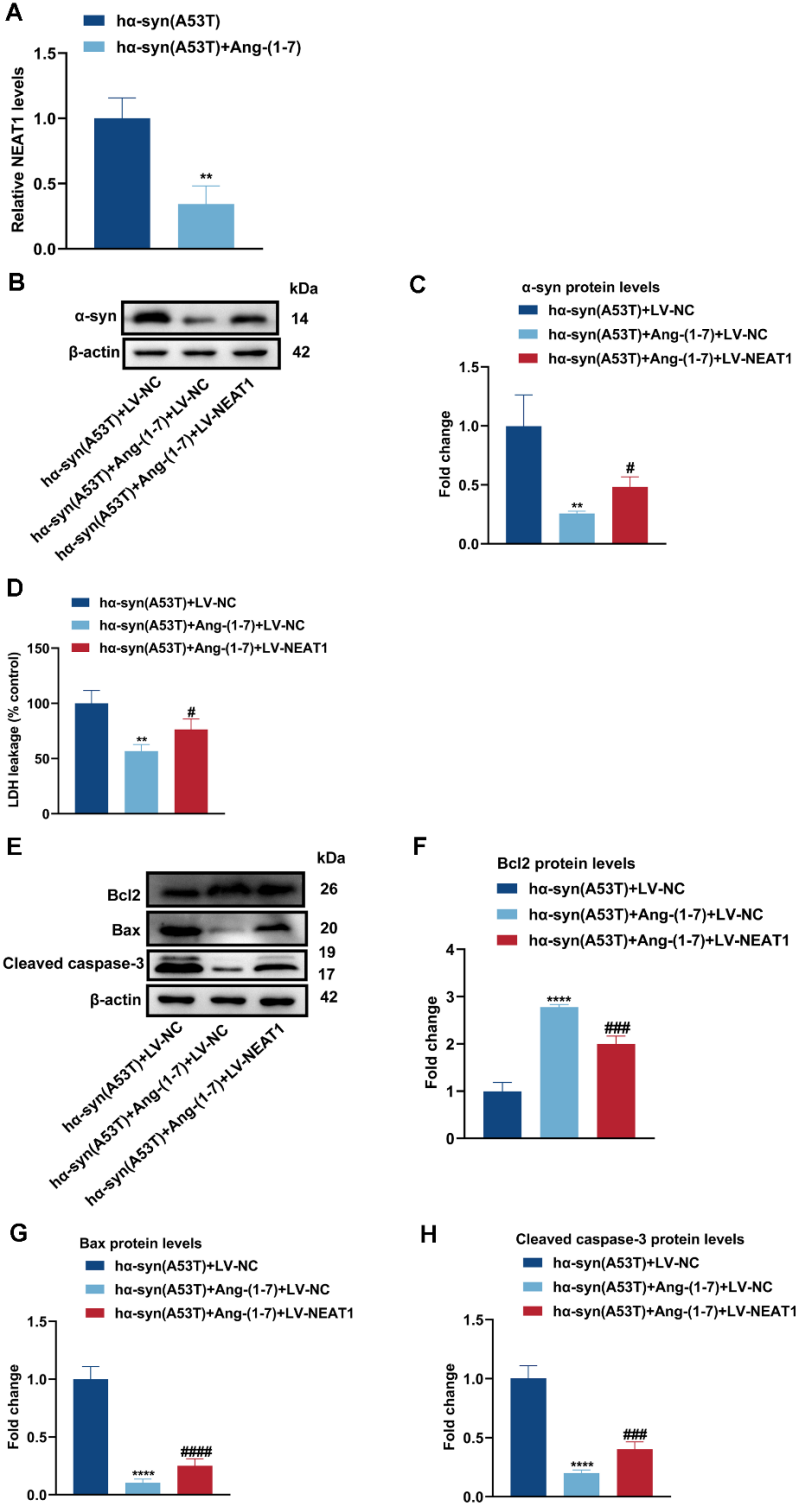
**Ang-(1-7) decreases the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons through NEAT1.** (**A**) The NEAT1 level in each group of mice was tested by qRT-PCR (n = 3). (**B**) The α-syn level of primary dopaminergic neurons in each group was shown by Western blot (n = 3). (**C**) Quantitative evaluation of α-syn level. (**D**) Cell cytotoxicity of primary dopaminergic neurons in each group was assessed by LDH assay (n = 3). (**E**) The levels of Bcl2, Bax and cleaved caspase-3 in every group were analyzed by Western blot (n = 3). (**F**) Quantitative evaluation of Bcl2 level. (**G**) Quantitative evaluation of Bax level. (**H**) Quantitative evaluation of Cleaved caspase-3 level. Data are shown as the mean ± SD. **P<0.01 versus hα-syn(A53T) or hα-syn(A53T) + LV-NC group; ****P<0.0001 versus hα-syn(A53T) + LV-NC group; #P<0.05, ###P<0.001 and ####P<0.0001 versus the hα-syn(A53T) + Ang-(1-7) + LV-NC group.

### MiR-153-3p expression in peripheral blood is negatively correlated with that of α-syn

To explore the relationship between the expression of miR-153-3p and α-syn in peripheral blood, we took samples of blood from PD patients and healthy controls to examine miR-153-3p and α-syn expressions. As exhibited in Figure 6A, 6B, the level of miR-153-3p was obviously lower, whereas the level of α-syn was remarkably higher in the plasma of PD patients than in healthy controls. Next, we conducted the correlation analysis of the two indexes. Figure 6C suggested that the miR-153-3p level in peripheral blood is negatively correlated with that of α-syn. This finding not only clarified the correlation of miR-153-3p and α-syn, but also showed that the two indexes may be regarded as biomarkers in PD.

**Figure 6:**
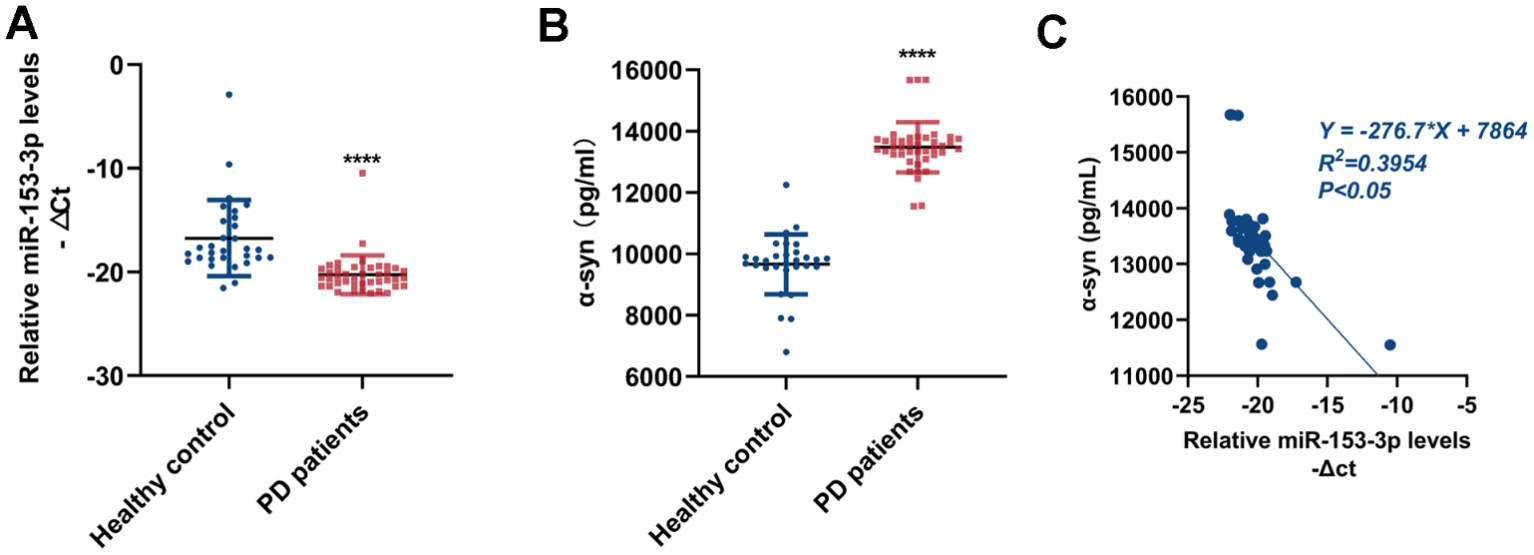
**MiR-153-3p expression in peripheral blood is negatively correlated with that of α-syn.** (**A**) The relative level of miR-153-3p within peripheral blood from healthy controls (n = 30) and PD patients (n = 41). (**B**) The expression of α-syn within peripheral blood from healthy controls (n = 30) and PD patients (n = 41). (**C**) Correlative analysis between miR-153-3p and α-syn expression within peripheral blood. Data are shown as the mean ± SD.

## DISCUSSION

Ang-(1-7)/Mas receptor axis was a recently discovered bypass of RAS, which could confront the pro-inflammatory and pro-apoptotic effects of classical Ang II/AT1 pathway [17]. Its neuroprotective role in neurodegenerative diseases, especially in PD has attracts a lot of attentions in the last few years [6, 18]. Rabie MA showed that Ang-(1-7) could exert antioxidant effects and contribute to DA synthesis increase in the PD rat model [19]. A recent study also reported that Ang-(1-7)/Mas axis had the anti-inflammatory capacity therefore hindering motor deficits in 6-hydroxydopamine hemiparkinsonian rats [20]. Here, we established a mouse model of PD which could closely simulate the pathologic feature by infecting with hα-syn(A53T) virus. The results showed that the expression of Ang-(1-7) and MasR were both obviously decreased in this PD model. Moreover, exogenous Ang-(1-7) could ameliorate the behavioral disorders, alleviate loss of dopaminergic neuron and reduce α-syn expression in PD mice. This was in line with our previous finding that Ang-(1-7) could exert anti-apoptosis effect in the rotenone-induced cell model and PD rat model [21]. All these results emphasized the conservation value of Ang-(1-7) in PD and throw a new light on the correlation between Ang-(1-7) and α-syn pathology.

MicroRNAs are small non-coding RNAs which regulate gene expression and participate in numerous physiological and pathological processes [22]. Among them, miR-153-3p has been discovered involved in several diseases including the nervous system diseases [22]. For example, it may suppress cell proliferation and invasion thus playing a role in thyroid cancer [23]. MiR-153-3p can also confer neuroprotection by attenuating oxidative stress in ischemic stroke [24]. Moreover, Zhou Q found that the miR-153-3p level was obviously lower in plasma of patients with AD, and miR-153-3p could regulate amyloid precursor protein expression thus affecting the occurrence of AD [25]. Based on these, our research used high-throughput miRNA sequencing to find differentially expressed miRNAs in PD mice with or without Ang-(1-7) injection. MiR-153-3p was selected to be the only miRNA which showed distinctly differential expression and could bind to 3’-UTR of α-syn. In addition, we detected that miR-153-3p could lower the α-syn expression and reduce the apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons. These findings were not only consistent with previous conclusions that miRNAs may be regarded as potential biomarkers for PD [26, 27], but also offer a potential site in treating this troublesome disease.

It is well known that lncRNAs could influence the level of miRNA and then take part in many pathological processes including neurodegenerative disorders [15, 28]. For instance, lncRNA MIAT downregulation could increase miR-150-5p levels, thus reducing Aβ clearance and playing a crucial role in mouse model of AD [29]. Meanwhile, upregulation of lncRNA NEAT1 contributes to increasing miR-107 activity, therefore aggravating Aβ expression and pTau in AD models [30]. In addition to AD, NEAT1 has also drawn lots of attentions to its relation with PD [31]. Xie SP et al. have discovered that NEAT1 could target miR-124 and increase neuronal injury in MPTP-treated SH-SY5Y cells [32]. Our present study showed that NEAT1 could not only bind to miR-153-3p, but also aggravate the level of α-syn and apoptosis in the hα-syn(A53T) overexpressed dopaminergic neurons. This discovery was supported by several studies indicating that NEAT1 played an important part in PD via acting as miRNA sponge [16, 33]. Besides, we also found that Ang-(1-7) could decrease the α-syn and apoptosis expressions in the cell model through downregulating NEAT1. As far as we know, this research is the first to show that Ang-(1-7) can regulate the progress of PD by targeting NEAT1.

A growing number of evidence suggested that miRNA expressions may help diagnosis and prognosis for PD patients [34]. For example, both pre-clinical and clinical clues have identified miR-124 level may act as a promising diagnostic biomarker in PD [35]. Moreover, miRNA-based analysis combined with α-syn data could reflect probable progress [36]. Dos Santos et al. have found a miRNA-based biomarker panel from patients’ CSF for early diagnosis of PD, meanwhile, join of α-syn in the analysis enhances robustness of the panel [37]. Similarly, our research revealed that miR-153-3p expression from patients’ blood sample is negatively correlated with that of α-syn. This brings more hope for clinical application of miRNA detection.

However, there are some limitations in our study. First of all, we didn’t explain how Ang-(1-7) regulates NEAT1. Actually, N6-methyladenosine(m6A) sites have been identified on NEAT1 [38], thus the m6A level can affect the expression of NEAT1. Based on this, we suspect that Ang-(1-7) may regulate NEAT1 through influencing its m6A modification level. In addition, the related mechanisms between Ang-(1-7) and PD were verified in the cell model of PD, but it has not been validated *in vivo*. Relevant exploration will be carried out in the follow-up experiments.

Taken together, we demonstrated for the first time that by targeting NEAT1/miR-153-3p axis, Ang-(1-7) can lower the α-syn and apoptosis level, and relieve the behavioral disorder in hα-syn(A53T) overexpressed PD models. This not only uncovered the significance and related mechanisms of Ang-(1-7) on α-syn development, but also threw a new light upon miR-153-3p and NEAT1 as biomarkers and therapeutic targets in PD.

## MATERIALS AND METHODS

### Animals and treatments

Male C57BL/6J mice weighing 20-25 g were purchased from Vital River Laboratories (Beijing). The mice were kept in an air-conditioned space with temperature (22 ± 2° C), humidity (50–60%) and with enough food and water. The animal studies were conducted under the permission of the Animal Care and Use Committee of Nanjing First Hospital (Number: DWSY-22003128).

Mice were randomly arranged for three groups: Control group and hα-syn(A53T) group received supranigral injection of artificial cerebrospinal fluid (aCSF) (0.25 μL/hour) for 4 weeks, hα-syn(A53T) + Ang-(1-7) group received supranigral injection of Ang-(1-7) (1.1 nmol/0.25μL/hour, Sigma-Aldrich, St. Louis, MO, USA) for 4 weeks. The procedure and dosage for this experiment is following our previous study [39].

### Stereotaxic injection

As previously described [40], after anesthetized with isoflurane in 2% oxygen-enriched air, the 8-week-old mice received injection of AAV-hα-syn(A53T) (Genechem Co., Ltd, Shanghai, China) within the right SNpc (Anteroposterior: -2.9mm; Mediolateral: -1.3mm; Dorsoventral: -4.5 mm from bregma) to establish the PD model. The aCSF or Ang-(1-7) was injected in the same location.

### Assessment of Ang-(1-7) level

Briefly, the SN portions were isolated following the 4-week injection of vehicle or Ang-(1–7), then homogenized and centrifuged to get rid of cellular debris. The supernatant was conserved for use. According to previous description [21], the level of Ang-(1–7) within the SN was examined with enzyme-linked immunosorbent assay (S-1330, BMA Biomedicals, Augst, Switzerland).

### Behavioral tests

### Rotarod test

The rotarod test was conducted to assess motor coordination using a rotarod instrument [41]. Mice were put on the instrument with rotating speed from initial 5 rpm accelerating to 40 rpm in 5 min. The maintaining time for the mouse staying on the rotarod was recorded as the latency time.

### Open field test

The open field test was operated in a square place (47 cm× 47 cm × 40 cm) for 5 min to assess spontaneous motion of mice [42]. The moving time of the mouse was recorded by TSE system (TSE Systems, Bad Homburg, Hesse-Darmstadt, Germany).

### Immunofluorescence analysis

Immunofluorescence analysis was performed as described [21]. The right SN parts from aforementioned groups were fixed for 10 min in 4% paraformaldehyde and cut into 5-μm-thick parts. After dewaxed, hydrated, and soaked in H_2_O_2_, sections were dealt with 0.5% Triton X-100, blocked by 5% bovine serum albumin, and then cultured at 4° C with primary antibodies overnight: TH (1:1000, AB152, Sigma-Aldrich, St. Louis, MO, USA) and α-syn (1:100, MA5-45837, Thermo Fisher Scientific, Waltham, MA, USA). The next day, samples were rinsed by PBS, cultured with conjugated secondary antibodies Alexa Fluor 594 (red) (1:200, ab150084, Abcam, Cambridge, MA, USA) and Alexa Fluor 488 (green) (1:200, ab150113, Abcam) for 1 h at 37° C. The nuclei were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories, Burlingame, CA, USA) and finally surveyed using a fluorescent microscopy (Olympus Corporation, Tokyo, Japan).

### miRNA sequencing

RNA was isolated from the right SN of mice using Trizol (Thermo Fisher Scientific, Waltham, MA, USA) referring to the directions [43]. RNA library was prepared with 1 μg of DNase-treated total RNA as input, and quantified with ABI 9700HT Fast Real-Time PCR system. Sequencing was conducted with NovaSeq platform (Illumina) which producing 150bp paired-end reads. Bowtie-v1.2.3 was used to match clean reads to the reference genome. DESeq2-v1.10.1 was used to normalize the mapped reads and analyze differential expression of miRNA. |log2(fold change) |≥1 was regarded as differentially expressed miRNAs and P<0.0001 was considered significant. 

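The deposited table holds the authors' own comparison beside the normalized counts. Size factors bring libraries of different depth to 1 scale, and those of the annotated miRNAs ran from 0.908 to 1.10. Recomputed from the whole reads as medians of ratios, they differed from the authors' by at most 3.77e-15. In the authors' deposited table, 46 annotated miRNAs had a log2 fold change of at least 1 in size and an unadjusted p under 0.0001, 29 of them higher and 17 lower after Ang-(1-7), and their names are those of the heatmap in Figure 2A. With the adjusted p of the authors' deposited table in place of the unadjusted one, 26 remained. A further 3 predicted loci met the unadjusted thresholds in the authors' deposited table. For miR-153-3p, the authors' deposited table gives a log2 fold change of 1.09 with an adjusted p of 4.17e-04. For miR-200a-3p and miR-206-3p, the authors' deposited table gives log2 fold changes of 6.82 and -4.95. The table's calls of higher and lower expression, 72 each over annotated miRNAs and predicted loci, equal the numbers with an unadjusted p under 0.05 and a log2 fold change of at least 1 in size in the authors' deposited table. Adjusted over the 1065 miRNAs kept here, the p-values of the authors' deposited table passed 0.05 for 115 miRNAs, 69 higher and 46 lower, and 95 of these also passed in limma.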

The sequencing result was saved in GenBank (GSE248268).

### Dual luciferase reported assay

We used TargetScan 7.2 prediction software (http://www.targetscan.org/) and RNAhybrid (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid/) bioinformatics software to predict the probable sites of α-syn 3’-UTR binding to miR-153-3p and feasible sites of miR-153-3p binding to NEAT1. The NEAT1 sequences and its mutant were constructed. The Mut or WT of α-syn 3ʹ-UTR or NEAT1 luciferase reporter products were transfected into HEK 293T cells with NC mimic or miR-153-3p mimic (GenePharma, Shanghai, China) by lipofectamine 2000 (Thermo Fisher Scientific, Waltham, MA, USA). Cells were surveyed using a dual luciferase reporting analysis system (Promega, Madiso, WI, USA) after treatment for 48h.

### qRT-PCR

Total RNA was extracted from tissues or cells with Trizol (Thermo Fisher Scientific, Waltham, MA, USA) and then reversely transcribed with a cDNA Synthesis Supermix (TAKARA, Kusatsu, Shiga, Japan) after assessing the concentration. The cDNA was examined by the SYBR qPCR Supermix Plus (TAKARA, Kusatsu, Shiga, Japan). β-actin and U6 were respectively regarded as internal controls for mRNA and miRNA. The primers of qRT-PCR were listed in Supplementary Table 1.

### Cell culture and treatment

Primary dopaminergic neurons from the midbrain of mouse were collected following a previous study [44]. The midbrain was separated of gestational day 14 mouse embryos, digested, filtered, and then centrifuged for 5 min. Next, the cells were transferred to DMEM medium with 10% fetal bovine serum and cultured in plates containing poly-L-lysine with 5% CO_2_ for 4 hours at 37° C. Finally, the medium was turned to Neurobasal medium with 2% B27 and was replaced every 2 days. It cost 8 days for maturation to the dopaminergic neurons.

MiR-153-3p mimic, miR-153-3p inhibitor and their negative controls (NC mimic, NC inhibitor) were obtained from Shanghai GenePharma Company. hα-syn(A53T), Lenti-NEAT1, sh-NEAT1 and respective lentiviral scramble controls were obtained from Shanghai GeneChem Company. According to the instruction, above vectors were transfected with Lipofectamine 2000 to cells. Puromycin was co-cultured in Lentivirus infected cells to remain stable. The transfection efficiency was tested by qPCR or western blot.

### Western blot

Proteins from mouse midbrain or primary dopaminergic neurons were collected by RIPA lysate (Beyotime, Shanghai, China). The same amount protein samples of all groups were separated using sodium dodecyl sulfate-polyacrylamide gels electrophoresis and transferred to the membranes. After blocked in 5% non-fat milk, the membranes were treated with primary antibodies at 4° C overnight: anti-MAS1 (1:1000; #PA5-97953; Thermo Fisher Scientific, Waltham, MA, USA), anti-α-syn (1:1000; #PA5-85791, Thermo Fisher Scientific, Waltham, MA, USA), anti-Bcl2 (1:1000; ab196495; Abcam, Cambridge, MA, USA), anti-Bax (1:1000; #2772, Cell Signaling Technology, Beverly, MA, USA), anti-Cleaved caspase-3 (1:1000; #9661; Cell Signaling Technology, Beverly, MA, USA) and β-actin (1:1000; #4970; Cell Signaling Technology, Beverly, MA, USA). All membranes were rinsed for thrice and cultured by HRP labeled secondary antibody (1:3000; #7074; Cell Signaling Technology, Beverly, MA, USA). At last, the protein bands were observed by an ECL kit (Thermo Fisher Scientific) and gray value analysed by ImageJ software (NIH, Bethesda, MD, USA).

### Lactate dehydrogenase (LDH) cytotoxicity assay

The LDH cytotoxicity assay was used to assess the cytotoxicity in different treated groups. In brief, cells were evaluated using a LDH-Cytotoxicity Assay Kit (Abcam, Cambridge, MA, USA) on the basis of a previous study [45], and the absorbance of formazan was recorded with a microplate reader (Thermo Fisher Scientific, Waltham, MA, USA) at the wavelength of 500 nm.

### Fluorescent *in situ* hybridization (FISH)

MiR-153-3p and NEAT1 probes were obtained from RiboBio Co., Ltd (Guangzhou, China). According to the instruction, frozen slices of mice brains were performed *in situ* hybridization with the two probes, blocked and then cultured at 4° C with anti-TH (1:100; #45648, Cell Signaling Technology, Beverly, MA, USA). The next day, slices were rinsed for thrice and treated by Cy5-labeled goat anti-mouse IgG (1:200; GB27301, Servicebio, Wuhan, China). DAPI was applied for staining the nuclei and slices were finally observed by a confocal microscope (Zeiss Laboratories, Thornwood, NY, USA).

### Clinical data

PD patients and healthy controls (healthy individuals with no neurological diseases or family history of PD) from 2021 to 2022 admitted to Nanjing First Hospital took part in this study and have written informed consent. The experiment was allowed by the ethical committee of Nanjing First Hospital (Number: KY20190509-05-KS-01). The PD patients got diagnosis according to the International Parkinson and Movement Disorder Society clinical diagnostic criteria for PD [46]. Exclusion criteria included (1) atypical or secondary parkinsonism; (2) other neurologic injury (traumatic brain injury, stroke, Alzheimer’s disease, epilepsy); (3) acute or chronic inflammatory diseases; (4) cardiovascular disease or malignancies; (5) unstable psychiatric disorders such as schizophrenia or major depression. Healthy controls had no neurological diseases or family history of PD. There was no difference in the age and gender between the two groups. Blood samples from the participants were centrifugated and the upper plasma layer were collected to detect the α-syn expression by enzyme-linked immunosorbent assay (ELISA) kit (KHB0061, Thermo Fisher Scientific, Waltham, MA, USA). The lower samples were separated for RNA and then used to measure the miR-153-3p level by qRT-PCR.

### Statistical analysis

Statistical analyses were operated by the Prism 8.0 software (GraphPad, La Jolla, CA, USA). Data were shown as mean ± SD. Differences between two or multiple groups were respectively examined by Student’s t-test and one-way ANOVA. Correlations between the level of α-syn and miR-153-3p in peripheral blood were calculated by the Pearson’s method. P <0.05 was regarded as statistical significance.

## Supplementary Material

Supplementary Table 1

# Supplementary material for: Angiotensin-(1-7) relieves behavioral defects and α-synuclein expression through NEAT1/miR-153-3p axis in Parkinson’s disease
**Source:** Aging (Albany NY). 2024 Oct 17;16(21):13304–22. doi: 10.18632/aging.206028
**Supplement:** Supplementary Table 1

SUPPLEMENTARY TABLE

Supplementary Table 1. Primer sequences for qRT-PCR.

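The primers of Supplementary Table 1 are listed for NEAT1, miR-153-3p and the RNAs they are set against, β-actin for a long transcript and the small nuclear RNA U6 for a miRNA. Matched exactly to the GRCm38 transcripts, the 20-base NEAT1 primers lie together in 3 transcripts of Neat1, a long non-coding RNA of nuclear paraspeckles on chromosome 19 from 5824708 to 5845478, minus strand, with a product of 124 bases. The 20-base β-actin primers lie together in 2 transcripts of Actb, on chromosome 5 from 142903115 to 142906754, minus strand, with a product of 189 bases. The forward primer of miR-153-3p, TTGCATAGTCACAAAAGTGATC, is the mature miRNA itself in 22 bases. Its reverse primer, GATCACTTTTGTGACTATGCAA, is the exact reverse complement of the forward primer. No annotated transcript held both U6 primers, of 24 and 20 bases, as exact matches. Matches of each primer alone are not given, so this does not tell whether the pair suits U6.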

**Name**	**Sequence**
mmu-NEAT1	F: 5'- TTTGCCTAGGTTCCGTGCTT-3'<br>R: 5'- CATCCTCCACAGGCTTACCG -3'
miR-153-3p	F: 5'- TTGCATAGTCACAAAAGTGATC -3'<br>R:5'- GATCACTTTTGTGACTATGCAA -3'
β -actin	F: 5'- CCACCATGTACCCAGGCATT-3'<br>R: 5'- CGGACTCATCGTACTCCTGC-3'
U6	F: 5'-AGAGAAGATTAGCATGGCCCCTGC-3'<br>R: 5'-ATCCAGTGCAGGGTCCGAGG-3'

How the deposited data were processed for this re-analysis (not part of the article)

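Small RNA from the right SN (SNpc in the sample labels) was measured in 6 libraries, 3 of hα-syn(A53T) + Ang-(1-7) mice and 3 of hα-syn(A53T) mice, and all 6 sample columns were used. According to the methods and the submitters' notes, the authors sequenced paired-end reads on a NovaSeq, matched them to the genome with Bowtie 1.2.3 and normalized them with DESeq2 1.10.1. The notes name the build mm9 and the paper names none. Adapter trimming, the miRBase release, the counting and the tool behind the predicted loci are not given in the sources used here. The signal values, as deposited by the authors, are read counts divided by size factors, with separate size factors for annotated miRNAs and predicted loci. The log2 fold changes and their standard errors were deposited by the authors from their own DESeq2 comparison. The p-values and adjusted p-values were deposited by the authors from the same comparison, and an adjusted p is given for 1015 annotated miRNAs and 110 predicted loci.

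What follows was computed from the deposited normalized counts. The tests of miRNAs and lists, the lists and most alternatives were fixed before the data were examined, apart from the input of the list tests. Tests of possible causes that were chosen later are named as such below. The first choice of test was one for raw counts, with a fallback for normalized values. The deposited values are normalized, so the fallback was used, although whole reads can be worked out within each block and were used for the depth, the size factors and voom. The fallback is limma 3.58.1 (R 4.3.3, data.table 1.17.8) with a trend on log2(value + 1), for miRNAs with a value of at least 1 in at least 3 libraries, adjusted by Benjamini-Hochberg over the 1065 annotated miRNAs and, apart, over the 493 predicted loci tested. The paper does not say whether its P was adjusted, and an unadjusted p was taken as the main reading. Library depth ran from 14796519 to 17088611 reads over the annotated miRNAs, and the predicted loci held 4679 to 6213 reads per library. On simulated libraries (5 runs with 200 changed miRNAs), limma recovered 82.8% of 2-fold and 100% of 4-fold changes, and 3.49% of its calls were false. The changed miRNAs were drawn without those of few reads. Each miRNA was simulated apart from the others, with a spread set by its level alone. These rates therefore need not hold for the real calls, least of all for miRNAs with few reads or members of 1 cluster.

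The lists were the miR-200 family, the miR-183 cluster, muscle, red blood cells, endothelium, smooth muscle and pericytes, leukocytes and microglia, neurons, miR-132 and miR-212, oligodendrocytes, choroid plexus and ciliated epithelium, liver and gut, pancreas, pituitary, Hox clusters, the let-7 family, miR-17-92 with its paralogs, reported α-syn regulators, miRNAs named in the paper, the Dlk1-Dio3 cluster and the miR-344 family. Of these 21, the 20 with at least 3 tested members were tested with limma's camera, with a preset correlation of 0.01 and again with an estimated one, and with fry, on the log2 values used for the miRNAs. Several members had been seen in Figure 2A when the lists were written. miRNAs were named where the paper names them in mouse form, where they were among the 12 largest changes per direction without overlap, where they were on a list, or where they were among the 6 most abundant. Those of Figure 2A were only checked for passing. miR-31-3p was singled out after its values were seen. miR-1301-3p is a human form and has no value here.

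The alternatives were pseudocounts of 0.1 and 5, no filter, a filter of 50 in every library of 1 group, quantile normalization, the replicate number as a block, each library left out, the arms of 1 hairpin averaged for the lists, and P read as adjusted. Added after the data were seen were other scalings (library totals, upper quartile, totals without the 5 most abundant miRNAs), robust limma, voom, limma's treat against a fold change of 1.5, identical miRNAs kept once, annotated miRNAs and predicted loci in 1 fit, the authors' deposited p-values, and the level of miR-10a-5p and miR-10b-5p as a covariate. The planned count fits, set for files that hold counts, were not run. Positions and sequences were read from GRCm38 (GENCODE vM21) with Python 3.11.15 and pandas 2.3.3, with exact matching of primers and sites, and figures were drawn with matplotlib 3.10.9. Because the deposited build is another one, only sequences and annotation were taken from GRCm38. The result for 1 gene is not reported here. Libraries from control mice and the other experiments of the paper were not analysed here.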

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

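The tests of brainstem tissue, of muscle, of red blood cells and of the share of neurons were chosen only after the results were seen. Those of muscle and of red blood cells replaced earlier versions whose results had been seen. The paper follows miR-153-3p and, apart from naming miR-212-3p in its introduction, does not discuss the miRNAs in this paragraph beyond the heatmap. They are the miR-200 family with a median log2 fold change of 5.76, the miR-183 cluster with 4.06, the 4 arms of miR-132 and miR-212 with 1.01, of which miR-212-3p did not pass, and 6 predicted loci that were higher with Ang-(1-7). In limma, 8 predicted loci passed in either direction, 0 without Ang-(1-7) replicate 1, 2 without Ang-(1-7) replicate 2, 5 without hα-syn(A53T) replicate 1 and 4 without hα-syn(A53T) replicate 2 (63 had an unadjusted p under 0.05 with all libraries). Of the 8, 2 were listed at 0 in every hα-syn(A53T) library and had too few libraries above 0 to be tested without an Ang-(1-7) library.

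Beside the rise of the miR-200 family and the miR-183 cluster, stratified or airway epithelium in the dissected tissue would bring miR-203-3p, miR-205-5p and miR-31-5p, whose median log2 fold change was 0.56 with none passing in limma (0.05, 0.17, 0.14 and 0.95 without Ang-(1-7) replicate 3 and hα-syn(A53T) replicates 1, 2 and 3, again with none passing), and which stood at 3847, 38.4 and 1715 normalized counts with Ang-(1-7) and at 3632, 25.6 and 1322 without it, which argues against it as the whole cause. Going the other way, the less abundant arm miR-31-3p, singled out after its values were seen, rose from 9.93 to 47.7 normalized counts (log2 fold change 2.01, limma's adjusted p = 0.0318), though not without Ang-(1-7) replicate 1 or 2 or hα-syn(A53T) replicate 1 or 2 (0.0747 to 0.11). Pituitary tissue would bring miR-375-3p, which stood at 759 with Ang-(1-7) and 611 without it, with an upper 95% bound of 0.88 on the log2 scale. Of the 6 pituitary miRNAs, however, 1 rose (3 when adjusted over the list alone). It was miR-7a-5p, from 126082 to 234465 normalized counts (log2 fold change 0.91, limma's adjusted p = 0.0358), a call that ended with some libraries left out. With the level of miR-10a-5p and miR-10b-5p as a covariate, the median of the 14 members was 5.10 (5.49 without it) and 12 passed, which argues against less tissue from farther back in the brainstem as the whole cause. Other tissue rich in these miRNAs and an effect of Ang-(1-7) itself stay open and were not tested.

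miR-206-3p and miR-486 fell together. Red blood cells in the hα-syn(A53T) samples would bring miR-451a, whose lower 95% bound was -0.0435 on the log2 scale. With the covariate miR-206-3p had a log2 fold change of -4.93 (standard error 0.45, limma's adjusted p = 5.52e-04), which argues against tissue from farther back in the brainstem. Muscle in the hα-syn(A53T) samples stays open, since miR-1a-3p fell 3.53 times as far as miR-206-3p in normalized counts (34455 against 9766), but miR-133a-3p fell by 582 counts and miR-499-5p did not pass (533 with Ang-(1-7) and 784 without it, limma's adjusted p = 0.258). An effect of Ang-(1-7) on these miRNAs stays open too and was not tested.

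miR-153-3p rose with a log2 fold change of 1.09. A larger share of all neurons in the Ang-(1-7) samples would raise neuron-enriched miRNAs alike. The 13 others had a median of 0.12 (SD 0.74), which argues against it as the whole cause. The 4 of them that rose were miR-137-3p (1.41), miR-138-5p (1.24), miR-488-3p (1.09) and miR-218-5p (0.78), and miR-124-3p fell (-0.89). The test cannot speak for a change in only some kinds of neuron, which stays open. The paper reports that Ang-(1-7) reversed the loss of TH-positive neurons. With the covariate the log2 fold change was 0.86, a smaller estimate, and the standard error rose from 0.21 to 0.26. The call ended (limma's adjusted p = 0.223, with a range of 0.00903 to 0.223 over the limma settings and 4.37e-04 with the authors' p-values). A difference in how far back the tissue was taken therefore cannot be told apart from an effect of Ang-(1-7), since a rise was left that did not pass, and miR-10a-5p and miR-10b-5p did not pass either (limma's adjusted p = 0.085 and 0.132).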

How the results depend on the processing

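Library totals, upper quartile, totals without the 5 most abundant miRNAs, robust limma, voom, treat, identical miRNAs once, 1 fit with the predicted loci, the authors' p-values and the miR-10 covariate were added after the results were seen, and the other settings were planned. Planned count fits (TMM, RLE, upper-quartile and total scaling, robust quasi-likelihood, a fold-change null) were not run. The 102 miRNAs at an adjusted p under 0.05 became 27 (without hα-syn(A53T) replicate 2) to 111 (without Ang-(1-7) replicate 3) with 1 library left out, 24 by treat, 22 with the covariate, and 81 to 117 in the other settings. The 24 at the paper's thresholds became 14 (without Ang-(1-7) replicate 2) to 21 (without hα-syn(A53T) replicate 3) with 1 library left out, 6 with P read as adjusted, 13 with the covariate, 46 by the authors' p-values, 16 with a filter of 50, and 19 to 28 in the other settings. The log2 fold change of miR-153-3p, 1.09, ran from 0.98 (without Ang-(1-7) replicate 2) to 1.22 (without hα-syn(A53T) replicate 1) with 1 library left out, and was 0.86 with the covariate, 0.91 with quantile normalization, 0.96 with the upper quartile and 1.09 in the other settings. The 8 predicted loci became 2 with a pseudocount of 0.1, 5 with a pseudocount of 5, 5 with no filter, 1 with a filter of 50, 0 (without Ang-(1-7) replicate 1) to 6 (without Ang-(1-7) replicate 3) with 1 library left out, and 0 with the covariate, all in limma, with 63 at an unadjusted p under 0.05 in the main setting. The 11 lists that passed became 0 by camera with an estimated correlation (5 at an unadjusted p under 0.05, 12 by fry) and 9 to 13 in the other settings. By fry, red blood cells and pituitary passed too (adjusted p = 0.0266 and 0.0163), and pancreas did not (0.0583). The estimate lay below the preset 0.01 for muscle (-0.10), miR-344 (-0.06), oligodendrocytes (-0.07) and liver and gut (-0.10). For the others that passed it ran from 0.07 (Dlk1-Dio3 cluster) to 0.68 (miR-183 cluster). Fewer libraries entered each fit with 1 left out, and the cause of the other changes was not tested. The upper quartile moved the median log2 fold change of all miRNAs from -0.0363 to -0.143 and the share of higher calls from 57.8% to 45.2%. The table and the labels number the hα-syn(A53T) libraries 1 to 3, the authors' summary sheet 2, 4 and 5. By the table's numbers, same-numbered libraries of the 2 groups had correlations of 0.12, -0.09 and 0.18. Replicates 1 and 2 correlated more with another number (0.14 and 0.06), so the numbers do not pair all the libraries. Replicate 3 of the 2 groups correlated most with its own number, since Ang-(1-7) replicate 3 reached at most -0.03 with another number. Its 0.18 was little above the 0.14 of replicate 1 with another number, so it is weak evidence of a pair. A source of variation shared by these 2 libraries was not tested and stays open. With the replicate block, 112 miRNAs passed (90 of them also without it), 21 at the paper's thresholds, 9 lists and 4 predicted loci, and limma's adjusted p of miR-153-3p was 0.0206, with a log2 fold change that a block of such pairs cannot move. Over single lists, 358 of 379 settings of camera with the preset correlation kept the call, whether passing or not. The estimated correlation, fry and averaged arms are not in this count. Over named miRNAs 1254 of 1475 settings kept the call, and 0 calls changed direction in either count. Of 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as large a result each time: 102 miRNAs (highest other 0), 24 at the paper's thresholds (0), 11 lists (6) and 8 predicted loci (0), and 10 splits are too few for a share under 0.05.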

Differences from the paper's values

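The comparison with the authors' p-values was chosen after the values were seen. The paper gives 46 differentially expressed miRNAs at its thresholds, and limma gave 24 with an unadjusted p. Every alternative set before the data were examined also differed, with 6 to 25 miRNAs. The p-values of the authors' deposited table, a setting chosen after seeing the values, give 46 over the miRNAs kept here and drop 0 of the paper's 46. All 46 miRNAs of Figure 2A passed an adjusted p under 0.05 in limma in the direction shown.

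For miR-153-3p, the paper's RT-qPCR shows about 3.8-fold the hα-syn(A53T) level after Ang-(1-7), with an SD of about 0.6 (Fig. 2D, read by eye), and the normalized counts gave 2.13-fold. Every alternative set before the data were examined differed too, with 1.88 to 2.33-fold. The 2 values come from different assays.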

Other observations

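The search of Neat1 and the look at replicate 3 of both groups below were not planned, and the list tests were, though on another input. Of 89 miRNAs of the imprinted Dlk1-Dio3 cluster, 6 rose (6 when adjusted over the list alone), 1 of them named in Figure 2A, and the list passed camera (median log2 fold change 0.36, adjusted p = 5.41e-06, or adjusted p = 0.18 with an estimated correlation). Its member miR-431-5p stood at 731 ± 113 normalized counts with Ang-(1-7) and 330 ± 27.1 without it (SD, n = 3, limma's adjusted p = 0.0167), and did not pass without hα-syn(A53T) replicate 1 or 2 (0.0642 and 0.0965). The 6 became 1 without Ang-(1-7) replicate 1, 2 without Ang-(1-7) replicate 2 and 0 in limma without hα-syn(A53T) replicate 1 or 2 (31 had an unadjusted p under 0.05 with all libraries, and 28 in the authors' table).

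Of 5 miRNAs known from liver and gut, miR-194-5p, miR-192-5p and miR-194-2-3p fell (3 when adjusted over the list alone), 2 of them named in Figure 2A. miR-194-5p stood at 3613 ± 378 normalized counts with Ang-(1-7) and 10045 ± 2310 without it (SD, n = 3), a log2 fold change of -1.45 (limma's adjusted p = 0.00431). The list passed camera (adjusted p = 0.0324, or adjusted p = 0.18 with an estimated correlation) but not without Ang-(1-7) replicate 1 or 3 (adjusted p of up to 0.0751), and 1 member fell without hα-syn(A53T) replicate 1 or 2. Of 5 of pancreas, miR-217-5p and miR-216b-5p fell (4 when adjusted over the list alone), 1 of them named in Figure 2A, and the list passed camera (adjusted p = 0.00604, or adjusted p = 0.25 with an estimated correlation). Of these 5, 1 passed without Ang-(1-7) replicate 1 and 0 in limma without hα-syn(A53T) replicate 1, 2 or 3 (4 had an unadjusted p under 0.05 with all libraries and 4 in the authors' table). Of 10 of choroid plexus and ciliated epithelium, miR-204-5p and miR-211-5p fell (2 when adjusted over the list alone), and neither did so without Ang-(1-7) replicate 2 or hα-syn(A53T) replicate 1 or 2 (limma's adjusted p = 0.106 to 0.165), while the list did not pass (adjusted p = 0.531). Of 6 of pituitary, miR-7a-5p rose (3 when adjusted over the list alone), though not without Ang-(1-7) replicate 1 or 3 or hα-syn(A53T) replicate 1 or 2 (limma's adjusted p = 0.0605 to 0.175). The list did not pass camera (adjusted p = 0.119), but passed fry (adjusted p = 0.0163).

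None of 9 members of the let-7 family passed in limma (none when adjusted over the list alone, 3 at an unadjusted p under 0.05, 3 in the authors' table), yet the list passed camera with a median log2 fold change of -0.39 (adjusted p = 0.0303, or adjusted p = 0.40 with an estimated correlation). Without Ang-(1-7) replicate 1 or 3 or hα-syn(A53T) replicate 2 it did not (adjusted p of up to 0.0992). None of 13 members of miR-17-92 and its paralogs passed in limma (none when adjusted over the list alone, 0 at an unadjusted p under 0.05, 0 in the authors' table), and the list did not pass camera (adjusted p = 0.586). Of 7 miRNAs that the paper names, 2 of them in Figure 2A, miR-153-3p rose, miR-133b-3p and miR-124-3p fell (2 higher and 3 lower when adjusted over the list alone) and the list did not pass camera (adjusted p = 0.586). miR-153-3p did not pass without hα-syn(A53T) replicate 2 (limma's adjusted p = 0.0971), nor miR-124-3p without any library but Ang-(1-7) replicate 3 (0.0743 to 0.165). The other 4 did not pass in limma: miR-16-5p (log2 fold change -0.78, adjusted p = 0.11, 0.0337 to 0.0405 with the upper quartile, the block or quantile normalization), miR-212-3p (0.89, adjusted p = 0.0502, and 0.0325 to 0.0499 in the 8 settings in which it passed, among them 0.0476 without hα-syn(A53T) replicate 3), miR-107-3p (0.02) and miR-150-5p (-0.11).

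miR-203-3p, an epithelial miRNA, stood at 2699, 3492 and 5350 normalized counts with Ang-(1-7) and at 1945, 1888 and 7063 without it, with the highest value of each group in replicate 3, and miR-31-5p did the same. So did miR-146a-5p, at 30335 with Ang-(1-7) and 31994 without it in replicate 3, against 11852 to 12789 in the other libraries. The longest Neat1 transcript, of 20771 bases, holds 0 copies of CTATGCA, the match to bases 2 to 8 of miR-153-3p, and 2 of TATGCA. Only these exact matches were searched, so other kinds of site are not covered. The paper predicts its NEAT1 site with bioinformatics software and follows it with a reporter assay, FISH, and overexpression and knockdown of NEAT1. Among the predicted loci, chr18_28916 had a log2 fold change of 2.91 and chr2_36747 of -1.71, and chr7_55917 was listed at 13.3, 10.3 and 4.38 with Ang-(1-7) and at 0 in the 3 hα-syn(A53T) libraries.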
